# Cfp1 is required for gene expression-dependent H3K4 trimethylation and H3K9 acetylation in embryonic stem cells

**DOI:** 10.1186/s13059-014-0451-x

**Published:** 2014-09-04

**Authors:** Thomas Clouaire, Shaun Webb, Adrian Bird

## Abstract

**Background:**

Trimethylation of histone H3 lysine 4 (H3K4me3) accumulates at promoters in a gene activity-dependent manner. The Set1 complex is responsible for most H3K4me3 in somatic cells and contains the conserved subunit Cfp1, which is implicated in targeting the Set1 complex to CpG islands in mammals. In mouse embryonic stem cells, Cfp1 is necessary for H3K4me3 accumulation at constitutively active gene promoters, but is not required to maintain steady-state transcription of the associated gene.

**Results:**

Here we show that Cfp1 is instrumental for targeting H3K4me3 to promoters upon rapid transcriptional induction in response to external stimuli. Surprisingly, H3K4me3 accumulation is not required to ensure appropriate transcriptional output but rather plays gene-specific roles. We also show that Cfp1-dependent H3K4me3 deposition contributes to H3K9 acetylation genome-wide, suggesting that Cfp1-dependent H3K4me3 regulates overall H3K9 acetylation dynamics and is necessary for histone acetyl transferase recruitment. Finally, we observe increased antisense transcription at the start and end of genes that require Cfp1 for accurate deposition of H3K4me3 and H3K9ac.

**Conclusions:**

Our results assign a key role for Cfp1 in establishing a complex active promoter chromatin state and shed light on how chromatin signaling pathways provide context-dependent transcriptional outcomes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-014-0451-x) contains supplementary material, which is available to authorized users.

## Background

In eukaryotes, specialized chromatin structures contribute to multiple DNA-related processes, including transcription, replication and repair. Combinations of specific histone post-translational modifications correlate well with the functional status of the underlying DNA sequence - for example, at sites of transcriptional initiation, elongation or at distal regulatory elements [1-4]. Transitions between chromatin states accompany differentiation, cellular reprogramming, and disease processes [2,4]. However, it is unclear whether histone modification patterns are set up as a consequence of ongoing dynamic processes such as transcription or if they perform instructive roles. It is therefore crucial to systematically address the role of individual histone modifications in different contexts. As chromatin marks usually arise in reproducible groups comprising the same set of modifications, it is important to decipher their interdependence to help determine the biological significance of complex, potentially redundant, chromatin states.

H3K4me3 is a mark associated with eukaryotic gene promoters. In yeast, it is a feature of actively expressed genes [5,6], suggesting that it positively influences transcription. In mammals, H3K4me3 is found at active and inactive promoters at a level dependent on gene activity [7,8]. Most promoters in mouse and human are associated with CpG islands (CGIs), which are DNA elements showing high G + C and CpG content that are usually free of DNA methylation [9,10]. CGIs possess a characteristic chromatin structure thought to predispose them towards promoter activity [9,11]. For example, CGIs can directly recruit H3K4me3, favoring transcriptional competence [12]. In mammalian stem cells, H3K4me3 is found together with H3K27me3 at bivalently marked CGI promoters [13,14], which are poised for activation by developmental signals upon lineage commitment.

H3K4 methylation is achieved by conserved enzymatic complexes related to the yeast COMPASS (Complex associated with Set1) [15,16]. Mammalian COMPASS complexes vary in their catalytic component (Setd1A and Setd1B, Mll1 to Mll4) as well as in specific subunits that contribute to their functional diversity (reviewed in [17]). Set1-containing COMPASS is the main H3K4 histone methyltransferase in most organisms [18-21]. Mll1/Mll2 COMPASS-like have gene-specific roles in H3K4me3 deposition [22-24], while Mll3/Mll4 COMPASS-like complexes mainly contribute to H3K4me1 at enhancers [25,26].

CxxC finger protein 1 (Cfp1, CXXC1 or CGBP) is a specific component of Set1-containing complexes [17,27]. Cfp1 binds unmethylated CpGs and targets Set1 and H3K4me3 to most CGIs in somatic cells, regardless of their transcriptional activity [12]. In embryonic stem cells, Cfp1 plays a fundamental role in genome-wide H3K4me3 organization [28]. It is required for strong H3K4me3 enrichment at constitutively active gene promoters, but plays little role in depositing this mark at poised genes, including bivalent promoters [28]. Surprisingly, in stem cells, reduced H3K4me3 deposition at active promoters does not drastically affect steady-state transcription [28,29]. On the other hand, loss of the *Cfp1* gene in mice results in early embryonic lethality [30] and Cfp1-deficiency in somatic cell lines is toxic [12,31]. Thus, it is possible that Cfp1-deficiency impairs the proper induction of transcription programs in response to differentiation signals or to external stimuli like stress, potentially explaining why *Cfp1*^*−/−*^ embryonic stem (ES) cells are unable to differentiate *in vitro* [32].

In this study, we ask how Cfp1 affects H3K4me3 dynamics in rapid, regulated gene expression, using the transcriptional response to DNA damage as a model. We show that in addition to its role in regulating steady-state H3K4me3 deposition in ES cells, Cfp1 is instrumental in targeting this modification to gene promoters upon rapid transcriptional induction. We also observe that the Cfp1-dependent H3K4me3 accumulation that follows gene induction is not strictly required to ensure appropriate transcriptional output but rather plays gene-specific roles. We also identify a strong co-dependency between H3K4me3 and H3K9ac deposition upon transcriptional induction as well as in normally cycling ES cells. Our results suggest that Cfp1-dependent H3K4me3 regulates overall H3K9 acetylation dynamics and is necessary for histone acetyltransferase (HAT) recruitment. Finally, we describe elevated antisense transcription at the start and end of those genes that require Cfp1 for accurate H3K4me3 and H3K9ac deposition.

## Results

### Cfp1 is required for H3K4me3 deposition following transcriptional induction

To determine the role of Cfp1 in H3K4me3 deposition upon rapid transcriptional activation, we analyzed the transcriptional response to doxorubicin, a DNA damaging agent that triggers sudden p53-dependent gene expression changes in mouse ES cells [29,33,34]. Doxorubicin treatment (1 μM, 6 hours) in wild-type (WT ) ES cells rapidly caused increased binding of phosphorylated p53 (at serine 18 in mouse) at the *Cdkn1a* (*p21*) locus, leading to a robust induction of the *Cdkn1a* gene (Figure S1A-C in Additional file 1). This was accompanied by increased H3K4me3 levels at the *Cdkn1a* locus (Figure S1D in Additional file 1) as previously described [29]. To identify genes whose expression is regulated in response to doxorubicin treatment, we performed RNA-Seq experiments using cDNA libraries from ribosomal RNA-depleted total RNA in doxorubicin-treated and untreated WT ES cells. 

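Mouse ES cells are pluripotent cells derived from the early embryo, and the WT cells were of the E14TG2a line. RNA from 2 biological replicates of untreated WT ES cells and 2 of WT ES cells treated with doxorubicin for 6 hours was depleted of ribosomal RNA, made into strand-specific libraries and sequenced, each biological replicate in 2 technical replicates. The paper gives the dose as 1 μM, as does the treatment protocol deposited with the samples, whereas the treatment label of each treated sample gives 1000 μM. The authors aligned the reads to the mouse genome (NCBIm37) with STAR and counted the reads that lie unambiguously on the exons of each Ensembl gene, on the sense strand, with HTSeq-count. The deposited tables hold the raw count of every gene in every technical replicate and, for every biological replicate, the sum over its technical replicates divided by a size factor from DESeq, which is called the normalized count here. The counts of a biological replicate summed to 29422711 and 24158994 in untreated WT cells and to 14880589 and 18551086 in treated WT cells. In 3 of these 4 biological replicates the technical replicates differed by no more than the sampling noise, with a chi-square per degree of freedom of 1.05, 1.02 and 0.998 over genes with at least 50 counts. In replicate 1 of treated WT cells it was 9.61, so this pair differed by more than sampling noise. All technical replicates were summed, so each group has n = 2. Fold changes and their standard errors were estimated from the summed raw counts with edgeR's quasi-likelihood test after TMM normalization, in a fit that also held the 4 Cfp1−/− biological replicates, and p-values were adjusted by the Benjamini-Hochberg method over the 15758 genes with enough counts to be tested. With 2 replicates per group, the estimate of the spread leans on information shared between genes. TMM assumes that most genes do not change, and scaling by total counts instead moved the median log2 fold change of all tested genes by 0.31.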

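In WT ES cells, 804 genes were upregulated and 442 downregulated by doxorubicin, 1246 in all, at an adjusted p-value under 0.05, a fold change of at least 2.5 and a mean of at least 200 normalized counts over the libraries compared. At any fold change or mean count, 7607 of the 15758 genes tested (48.3%) had an adjusted p-value under 0.05, 4174 of them higher and 3433 lower in treated cells. Table S1 of the paper lists 775 upregulated and 489 downregulated genes. All of its upregulated genes and 417 of its downregulated genes were among the 1246, and no listed gene changed in the opposite direction. These numbers depend on the limits, with 2772 genes upregulated and 670 downregulated without the mean count limit, and 1088 and 952 at a fold change of at least 2. The largest rise was that of Cyp4f39 (ENSMUSG00000061126, chromosome 17, 32605404 to 32630265), from 14.4 ± 1.23 to 1311 ± 241 normalized counts (SD, n = 2), a log2 fold change of 6.54 (standard error 0.316, adjusted p = 1.65e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Matn1 and Arhgef33 followed with log2 fold changes of 6.25 and 6.01, from 9 and 4 raw counts and 12 and 4 raw counts in the untreated replicates. Among downregulated genes, Pax6 (ENSMUSG00000027168, chromosome 2, 105509053 to 105543317) fell most, from 1249 ± 723 to 51.1 ± 33.4 normalized counts, with a log2 fold change of -4.60 (standard error 0.512, adjusted p = 9.1e-05 from edgeR's test). It was followed by Fgf5 and Zic2, with log2 fold changes of -3.96 and -3.95. The untreated replicates of Fgf5 lay far apart, at 130 and 631 raw counts, and its standard error was 0.949. With each replicate left out in turn, the log2 fold change ran from -5.46 to -3.83 for Pax6 and from -5.32 to -2.18 for Fgf5. For Zic2 it ran from -4.30 to -3.70, so the order of these genes depended on single libraries.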

We identified 1,264 genes that significantly changed expression upon doxorubicin treatment (*P*-value <0.05, fold change ≥2.5) comprising 775 upregulated and 489 downregulated genes (Figure 1A; Additional file 2). The list included many genes previously implicated in the p53-dependent transcriptional response to doxorubicin [33,34] in both the upregulated *(Wnt9*, *Wnt3*, *Btg2*, *Cdkn1a*, *Mdm2*, *Bbc3*) and downregulated (*Sox2*, *Esrrb*, *Sall4*, *Zic3*, *n-Myc*, *Nanog*) gene sets (Figure 1A,B; Figure S2A in Additional file 3). These data confirm the validity of our data analysis pipeline.

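Cdkn1a (ENSMUSG00000023067) lies on chromosome 17 from 29227924 to 29237667 and encodes an inhibitor of cyclin-dependent kinases that p53 activates. Its normalized count rose from 178 ± 67.5 in untreated to 1730 ± 106 in treated WT cells (SD, n = 2), a log2 fold change of 3.33 (standard error 0.257, adjusted p = 1.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mdm2 (ENSMUSG00000020184, chromosome 10, 117125944 to 117147814), which encodes an inhibitor of p53, had the highest counts of the 6 upregulated genes and a log2 fold change of 2.69 (standard error 0.177). The log2 fold changes of Wnt9a, Wnt3, Btg2 and Bbc3 were 4.80, 3.53, 3.44 and 1.52, with standard errors of 0.273, 0.495, 0.207 and 0.220. The untreated replicates of Wnt3 had 26 and 92 raw counts. Its log2 fold change was 2.80 without the first of them and 4.90 without the second. The highest adjusted p-value among the 6 genes was that of Bbc3, at 4.19e-04 from edgeR's test. Nanog (ENSMUSG00000012396, chromosome 6, 122657507 to 122664651), a transcription factor of pluripotent cells, fell from 5035 ± 1958 to 710 ± 289 normalized counts, a log2 fold change of -2.78 (standard error 0.371, adjusted p = 2.56e-04 from edgeR's test). Mycn, which encodes n-Myc, Sall4 and Sox2 had log2 fold changes of -2.25, -1.55 and -1.40, with standard errors of 0.195, 0.234 and 0.242 and adjusted p-values of at most 0.00115 from edgeR's test. Esrrb had a log2 fold change of -1.48 with a standard error of 0.489. Its adjusted p was 0.0312 from edgeR's test and 0.0601 from DESeq2's Wald test, so its call depended on the test. With each replicate left out in turn, the log2 fold changes of these 11 genes kept their signs, but Esrrb (-0.81), Sox2 (-1.08) and Bbc3 (1.28) each fell short of a 2.5-fold change in at least 1 fit.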

**Figure 1:**
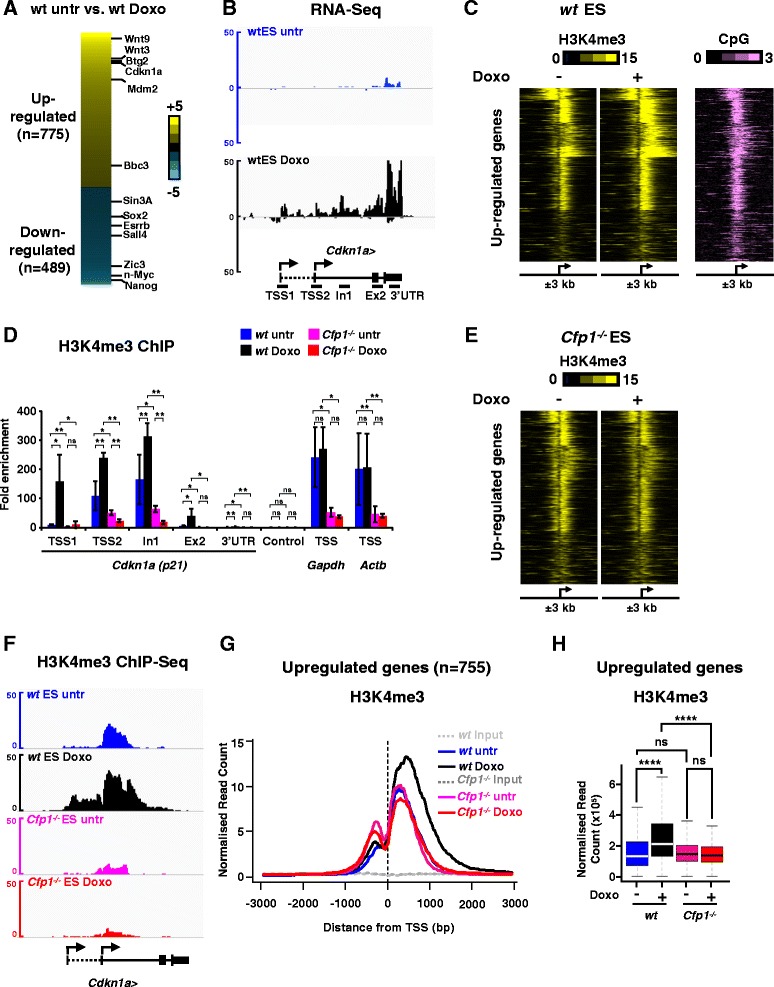
**Cfp1 is crucial for H3K4me3 deposition at promoters of genes regulated upon DNA damage. (A)** Heatmap representing gene expression changes induced by doxorubicin treatment (*P*-value <0.05, fold change ≥ 2.5). Genes highlighted were identified in previous studies [33,34]. Untr, untreated. **(B)** Genome browser screenshots representing RNA-Seq normalized read count in WT ES cells at the *Cdkn1a* locus. Positions for quantitative PCR (qPCR) primers used during the study are also represented. TSS, transcription start site. **(C)** Heatmap showing H3K4me3 normalized read count 3 kb upstream and downstream of the TSS of genes induced by doxorubicin in WT ES cells (n = 755). Unmethylated CpGs are represented by CAP-Seq enrichment in WT ES cells [28]. **(D)** ChIP-qPCR analysis of H3K4me3 enrichment at the *Cdkn1a* locus for untreated or doxorubicin-treated WT and *Cfp1* ^*−/−*^ ES cells. Results are expressed as fold enrichment relative to input DNA and a control intergenic region on chromosome 15. Control corresponds to an intergenic region on chromosome 5. *Gapdh* and *Actb* promoters are also shown. Data are represented as mean ± standard deviation, n = 3. *P*-values were calculated using two-tailed Student’s *t*-tests: *P < 0.05, **P < 0.01; *P* > 0.05 is not significant (ns). **(E)** Same as (C) for *Cfp1* ^*−/−*^ ES cells. **(F)** Genome browser screenshots representing H3K4me3 ChIP-Seq normalized read count in WT (untreated in blue, treated in black) and *Cfp1* ^*−/−*^ (untreated in pink, treated in red) ES cells at the *Cdkn1a* locus. **(G)** Average profile showing H3K4me3 normalized read count at TSSs of genes induced by doxorubicin treatment in WT ES cells. Input DNA is shown as a control. Signal is displayed from −3 kb to +3 kb surrounding each annotated TSS. **(H)** Comparison of H3K4me3 normalized read density at TSSs of upregulated genes, from 3 kb upstream to 3 kb downstream. *P*-values were calculated using two-tailed unpaired Wilcoxon tests: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

H3K4me3 associates with active or poised promoters at a level dependent on gene activity [7,8]. Furthermore, transcriptional induction can lead to increased H3K4me3 at the activated gene promoter [35]. We asked how expression changes induced by doxorubicin affect H3K4me3 patterns at cognate promoters by performing H3K4me3 chromatin immunoprecipitation (ChIP) coupled to massively parallel DNA sequencing (ChIP-Seq) in WT ES cells that were untreated or treated with doxorubicin. Most promoters of upregulated genes are CpG-rich and displayed H3K4me3 enrichment before induction (Figure 1C), which is compatible with the notion that they are poised for rapid activation in response to external stimuli [36]. As expected, transcriptional induction by doxorubicin led to increased H3K4me3 levels at those promoters (Figure 1C). On the other hand, genes downregulated by doxorubicin treatment were characterized by decreased H3K4me3 (Figure S2A,B in Additional file 3), emphasizing the correlation between H3K4me3 and transcriptional activity.

In ES cells, Cfp1 plays a key role in establishing H3K4me3 at constitutively active loci, while its general contribution to H3K4me3 deposition at poised genes is minimal [28]. To explore how Cfp1 contributes to H3K4me3 dynamics in regulated gene expression, we analyzed H3K4me3 status at the *Cdkn1a* locus in response to doxorubicin in *Cfp1*^*−/−*^ ES cells by ChIP-quantitative PCR (ChIP-qPCR; Figure 1D). While we observed a robust increase in H3K4me3 at transcription start site (TSS)1, TSS2 and intron 1 upon doxorubicin treatment in WT ES cells, it was apparent that Cfp1-deficiency led to a severe defect in H3K4me3 accumulation at the *Cdkn1a* locus (Figure 1D). ChIP-qPCR using an antibody recognizing total histone H3 and a control IgG confirmed the specificity of this result (Figure S1E,F in Additional file 1). As expected, Cfp1-deficiency also led to decreased H3K4me3 near the TSS of constitutively active *Actb* and *Gapdh* gene loci (Figure 1D). We extended the analysis by performing H3K4me3 ChIP-Seq analyses in *Cfp1*^*−/−*^ ES cells treated or not with doxorubicin. Indeed, H3K4me3 did not increase at promoters of genes normally upregulated by doxorubicin treatment, but instead remained at basal levels in both untreated or doxorubicin-treated *Cfp1*^*−/−*^ ES cells (Figure 1E-H). This establishes that Cfp1 is instrumental in H3K4me3 deposition in response to an external stimulus in ES cells. On the other hand, genes downregulated by doxorubicin showed reduced H3K4me3 in untreated *Cfp1*^*−/−*^ compared to untreated WT ES cells and these levels did not drastically change upon doxorubicin treatment (Figure S2B-F in Additional file 3). 

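The 489 genes that the paper lists as downregulated by doxorubicin had a median of 775 normalized counts per kb of exon in untreated WT ES cells, against 92.3 for all tested genes, a difference of 3.07 on the log2 scale. It was 3.07 in replicate 1 and 3.03 in replicate 2. The median was higher than that of each of 10000 random lists of as many tested genes. The 775 upregulated genes had a median of 43.1 normalized counts per kb, which was lower than that of each of 10000 random lists. The random lists describe these libraries and are no test across replicates. Without the correction for exon length the difference of the downregulated genes was 3.01, and without replicate 1 of untreated WT cells it was 3.03. The latter is the value of replicate 2 itself and so is no separate check. The shift without the correction is larger than the gap between the replicates. Both shifts are small beside the difference itself. The list holds only genes with a mean of at least 200.2 normalized counts over the WT libraries, so part of its distance from all genes is set by the authors' minimum count, which applied to both lists.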

Down-regulated genes are highly expressed in untreated ES cells (Figure S2G in Additional file 3) and therefore require Cfp1 for accurate H3K4me3 deposition at their promoters in normally proliferating mouse ES cells [28]. We conclude that upon transcriptional activation, H3K4me3 levels are enhanced at induced promoters in a Cfp1-dependent manner. Thus, Cfp1 not only plays a key role in determining proper H3K4me3 patterns in normally proliferating ES cells [28], but is also instrumental in targeting this modification to gene promoters upon transcriptional induction in response to external stimuli. These findings favor a model whereby the Cfp1/Set1-containing complex acts mainly downstream of transcriptional activation.

### Low H3K4me3 at promoters only mildly affects transcriptional induction output

Previous work established that lack of Cfp1-dependent H3K4me3 at constitutively active gene promoters does not drastically alter steady-state transcription in ES cells [28]. However, H3K4me3-mediated recruitment of Taf3 is reported to be crucial for transcriptional induction upon doxorubicin treatment in HCT116 cells [37]. We therefore tested whether altered H3K4me3 patterns affect the transcriptional response to doxorubicin. First, we checked that early response to doxorubicin was intact in *Cfp1*^*−/−*^ ES cells by confirming that p53 stabilization, phosphorylation and binding to the *Cdnkn1a* locus was indistinguishable between WT and *Cfp1*^*−/−*^ ES cells (Figure S3A,B in Additional file 4). We then performed RNA-Seq experiments in *Cfp1*^*−/−*^ ES cells treated or untreated with doxorubicin and looked for differential expression of genes that are inducible in WT ES cells. 

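Cfp1−/− ES cells lack both copies of Cxxc1, the gene of Cfp1. They were sequenced and counted in the same way, with 2 biological replicates of untreated cells (23383421 and 25308913 counts) and 2 of cells treated with doxorubicin (17866427 and 18458036 counts). Cxxc1 (ENSMUSG00000024560, chromosome 18, 74375785 to 74381145) had 1412 and 1117 raw counts in the untreated and 616 and 829 in the treated WT replicates, but 4 and 3 in the untreated and 5 and 1 in the treated Cfp1−/− replicates. No fold change is given for it, since such counts lie near the 3 counts that a library without the transcript may hold. The technical replicates differed by no more than the sampling noise except in replicate 1 of treated Cfp1−/− cells, with a chi-square per degree of freedom of 42.9. In the second technical replicate of that library, counts were lost past a point on chromosome 19 and on chromosomes X and Y. Of the 529 genes there with at least 200 counts in the first technical replicate, 439 had none in the second, against 0 of 7791 genes elsewhere. The loss lowers the values of these genes in treated Cfp1−/− cells, and it affects 59 of the genes in Table S1. At the thresholds used for WT cells, 847 genes were upregulated and 352 downregulated in Cfp1−/− cells, of which 581 and 239 were also called in WT cells. No gene was called in opposite directions. A different response was tested as an interaction term, the response of Cfp1−/− cells minus that of WT cells, and is called the response difference here.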

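In Cfp1−/− ES cells Mdm2 rose from 5243 ± 1017 to 25990 ± 1563 normalized counts (SD, n = 2), against 4743 ± 72.2 and 29560 ± 4604 in WT cells. Its log2 fold change in Cfp1−/− cells was 2.35 (standard error 0.174, adjusted p = 1.23e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Btg2 (ENSMUSG00000020423, chromosome 1, 135971747 to 135975697) encodes an antiproliferative protein and had a log2 fold change of 2.80 in Cfp1−/− cells (standard error 0.201). Wnt9a (ENSMUSG00000000126, chromosome 11, 59120430 to 59147054) encodes a secreted signalling protein and had a log2 fold change of 5.48 (standard error 0.283). The response differences were -0.33 for Mdm2 (standard error 0.235), -0.64 for Btg2 (standard error 0.268) and 0.68 for Wnt9a (standard error 0.376). None of them was distinguishable from 0, with adjusted p-values of 0.669, 0.444 and 0.573 from edgeR's interaction test, and the replicate block changed none of these calls. For Cdkn1a, the log2 fold change in Cfp1−/− cells was 2.07 (standard error 0.242) and the response difference was -1.26 (standard error 0.337). The adjusted p of this difference was 0.229 from edgeR's test but 0.0357 from DESeq2's Wald test, so its call depended on the test. Its normalized count was 301 ± 53.4 in untreated and 1229 ± 91.5 in treated Cfp1−/− cells.

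**Figure D1:**
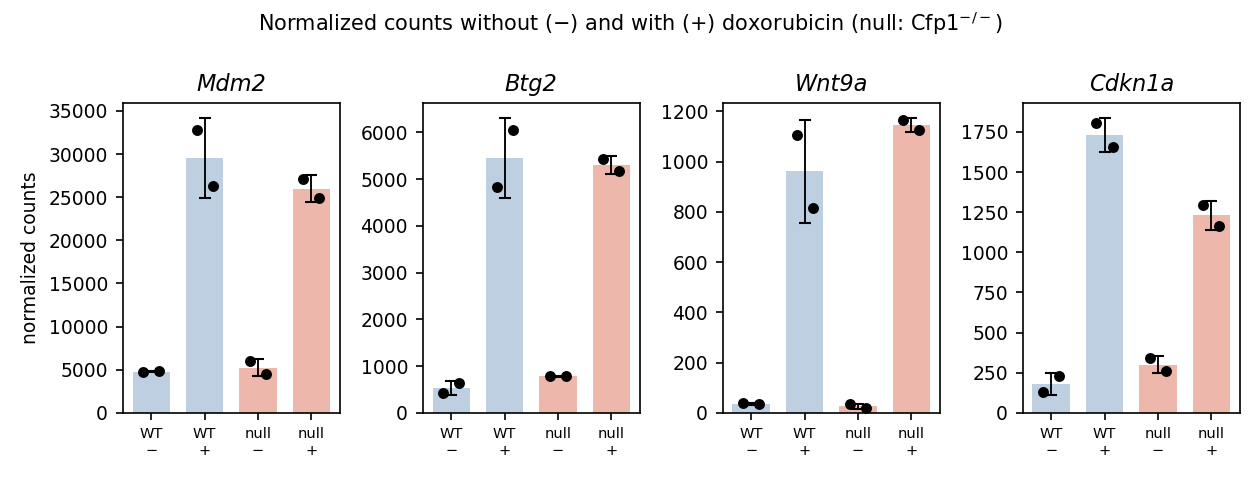
Normalized counts of Mdm2, Btg2, Wnt9a and Cdkn1a in WT and Cfp1−/− (null) ES cells without and with doxorubicin, on linear axes that start at 0. Bars are means, error bars are SDs and points are the 2 biological replicates of each group. In both lines every treated replicate lies above every untreated replicate for all 4 genes.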

Many genes, including *Mdm2*, *Btg2* and *Wnt9a*, were induced appropriately in the mutant cells (Figure S3C in Additional file 4). 

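Of the 775 genes listed as upregulated in WT ES cells, 772 also rose in Cfp1−/− ES cells and 748 of these had an adjusted p-value under 0.05, while 14 rose by less than 0.5 on the log2 scale or fell. Of the 489 genes listed as downregulated, 487 also fell, 472 of them with an adjusted p-value under 0.05, and 8 fell by less than 0.5 or rose. The limit of 0.5 was chosen after the data were seen. The interaction test gave 37 of 15758 genes with an adjusted p-value under 0.05, 16 of them listed, and 95 of the 1264 listed genes when p-values were adjusted over the list alone. The authors chose the list on the same WT libraries, so the second number is not independent evidence. Of these 95 genes, 75 were upregulated in WT cells, 65 of them less so in Cfp1−/− cells, and 20 were downregulated, 18 of them less so. These counts depended on the model more than any other result. Over all genes they ran from 31 with DESeq2's size factors to 133 without the filter on low counts, 216 with DESeq2's Wald test, 243 with the replicate number as a block, 352 with the block and without the affected run, and 1397 with technical replicates as separate libraries. Among genes that Table S1 gives with opposite signs in the lines, Laptm5 (ENSMUSG00000028581, chromosome 4, 130469040 to 130492056) had a log2 fold change of 0.04 in Cfp1−/− cells (standard error 0.324) against 2.00 in WT cells (standard error 0.344). Its response difference of -1.97 had an adjusted p of 0.174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0031 with the replicate block. Egr1, Ankrd35 and Cd68 had log2 fold changes of -0.32, -0.48 and -0.45 in Cfp1−/− cells and response differences of -2.03, -2.11 and -1.94, with adjusted p-values of 0.0547, 0.0417 and 0.0475 from edgeR's test and 0.00706, 0.00434 and 0.00742 with the replicate block. Lrrk2 and Bcl11a fell in WT cells only, and their response differences were 1.53 and 3.51 (adjusted p = 0.297 and 0.0317 from edgeR's test, and 0.0342 and 0.00195 with the replicate block). The block thus changed the calls of Laptm5, Egr1 and Lrrk2. Without the drug, Laptm5, Egr1 and Ankrd35 were already higher in Cfp1−/− than in WT cells, by 1.90, 2.08 and 2.80 on the log2 scale. With doxorubicin these differences were -0.07, 0.05 and 0.69, so their smaller response does not mean a distinguishably lower treated level. Cd68 differed by 0.62 without the drug and by -1.32 with it. For Lrrk2 these values were 0.10 and 1.63, and for Bcl11a -2.855 and 0.66. Across the 1264 genes the responses in both lines are shown in the plot of WT against Cfp1−/− fold changes.

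**Figure D2:**
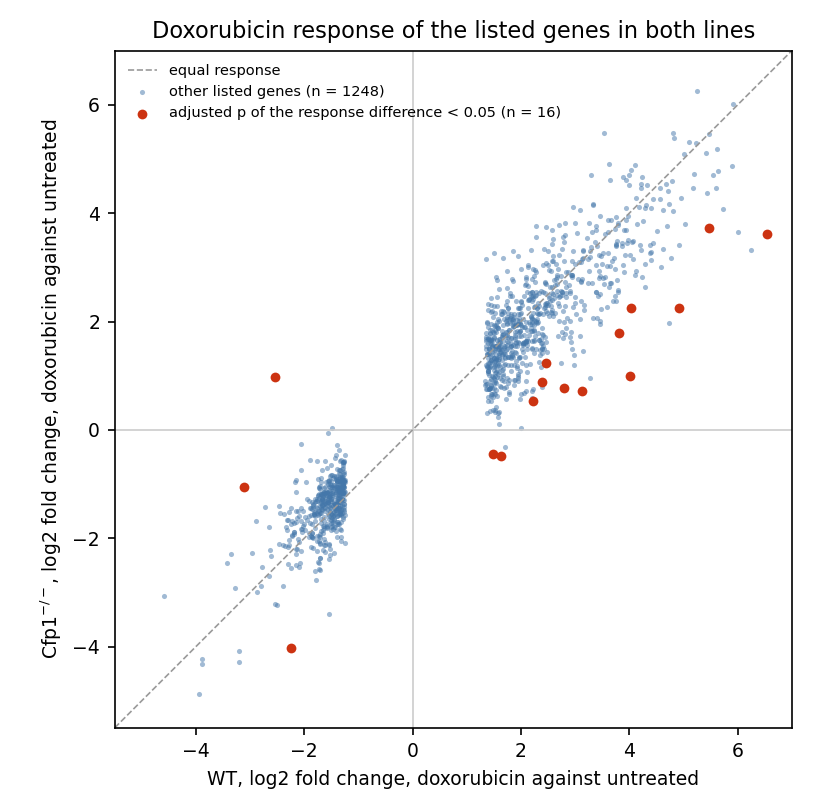
Log2 fold change with doxorubicin in WT (horizontal) and Cfp1−/− ES cells (vertical) for the 1264 genes listed in Table S1, each point a gene and each value an edgeR estimate from 2 biological replicates per group. The dashed line marks equal responses, and the 16 genes in red had an adjusted p-value under 0.05 for the response difference over all genes tested. Most points lie near the dashed line, with values between -4.88 and 6.53.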

Others appeared to be affected in their transcriptional response, but this effect was generally mild and gene-dependent, with very few genes showing complete lack of activation or repression (Figure 2A-C). 

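Nanog fell from 13540 ± 716 to 2271 ± 899 normalized counts (SD, n = 2) in Cfp1−/− ES cells, a log2 fold change of -2.53 (standard error 0.362, adjusted p = 4.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its response difference of 0.25 (standard error 0.49) was not distinguishable from 0 (adjusted p = 0.906 from edgeR's test), and it changed sign in 3 of the 8 fits that each left out a replicate. Sox2 (ENSMUSG00000074637, chromosome 3, 34548927 to 34551383) had a log2 fold change of -1.71 (standard error 0.244). The values for Sall4 and Sin3a were -2.13 (standard error 0.238) and -1.29 (standard error 0.160). None of these 3 genes had a distinguishable response difference, with adjusted p-values of 0.808, 0.573 and 0.978 from edgeR's test. Mycn (ENSMUSG00000037169, chromosome 12, 12942902 to 12948720) fell further in Cfp1−/− cells, with a log2 fold change of -4.02 (standard error 0.218) and a response difference of -1.76 (standard error 0.277). The adjusted p of that difference was 0.0489 from edgeR's test and 0.0504 with DESeq2's size factors, but 0.0028 with the replicate block and 1.39e-05 from DESeq2's Wald test. Of the 489 downregulated genes, 248 passed the thresholds for a call in Cfp1−/− cells.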

We also observed minor defects in genes repressed by doxorubicin (Figure 2A,B), but confirmed that *Nanog* responded properly in both treated WT and treated *Cfp1*^*−/−*^ ES cells (Figure 2D). To exclude the possibility that Cfp1-deficiency affects global transcription in response to doxorubicin treatment, we performed absolute quantification RT-qPCR experiments. For this, we normalized transcript abundance to a spiked-in standard instead of an endogenous transcript (see Materials and methods for details) as described in [38]. In this setting, we also observe efficient *Cdkn1a* and *Mdm2* induction, as well as *Nanog* and *Sox2* repression in doxorubicin-treated WT and *Cfp1*^*−/−*^ ES cells (Figure 2E,F). Our results suggest that Cfp1-dependent H3K4me3 plays a minor role in ensuring appropriate expression of inducible genes. 

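Over the 775 genes listed as upregulated, the median log2 fold change was 2.13 in WT and 2.00 in Cfp1−/− ES cells, and 569 of them passed the thresholds for a call in Cfp1−/− cells. The response was smaller in Cfp1−/− cells for 64.4% of the upregulated and 70.3% of the downregulated genes, and the median log2 fold change of the latter was -1.54 in WT and -1.38 in Cfp1−/− cells. The median response difference was -0.21 for the upregulated and 0.24 for the downregulated genes. Taking the replicate numbers separately gave -0.40 and -0.02 for the upregulated genes (SD 0.27) and 0.37 and 0.07 for the downregulated genes (SD 0.212). The upregulated genes' median is thus within the spread between replicates, and that of the downregulated genes exceeds it only slightly. The genes were listed for their response in WT cells, and genes called in Cfp1−/− cells instead gave medians of 0.04 and -0.18, with the opposite signs. In 20 simulated data sets in which both lines respond equally, the medians were -0.08 (from -0.12 to -0.04) and 0.13 (from 0.09 to 0.17). Without replicate 1 of treated WT cells the median of the upregulated genes was -0.13, and without replicate 1 of treated Cfp1−/− cells that of the downregulated genes was 0.11. Across the 1264 genes, which are not independent replicates, Spearman's rho between the responses of both lines was 0.915. In a comparison chosen after seeing the data, Pearson's r over the genes called in WT cells was 0.952, below the 0.979 to 0.983 of the simulated equal responses, whose libraries shared no deviations between replicates with the same number. From the appropriate induction of many genes, the mild effect on others and the spiked-in RT-qPCR measurements, the paper proposes that Cfp1-dependent H3K4me3 has a minor role in the expression of inducible genes.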

The biological significance of modest deregulation at specific genes is, however, uncertain.

**Figure 2:**
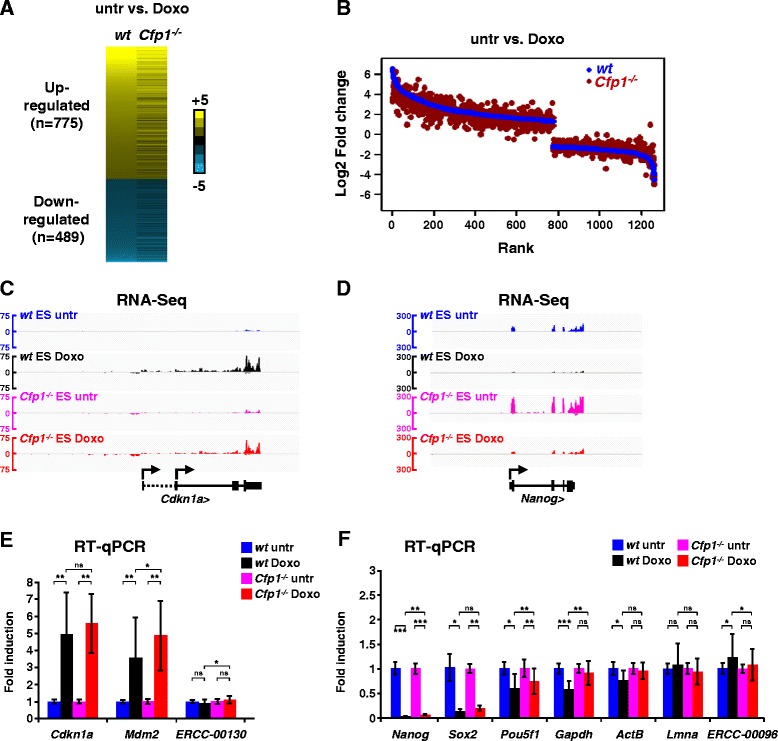
**Decreased H3K4me3 at regulated promoters mildly affects transcriptional output. (A)** Heatmap comparing gene expression changes (as log2 fold change) induced by doxorubicin treatment in WT and *Cfp1* ^*−/−*^ ES cells as determined by RNA-Seq. **(B)** Dot plot comparing gene expression differences in WT and *Cfp1* ^*−/−*^ ES cells. Genes were sorted on the basis of their log2 fold change upon doxorubicin treatment in WT ES cells (most upregulated gene on the far left, most downregulated gene on the far right). The log2 fold changes (untreated (untr) versus doxorubicin treatment (Doxo)) are plotted for WT (blue) and *Cfp1* ^*−/−*^ ES cells (red). **(C)** Genome browser screenshots representing RNA-Seq signal (as normalized read count) in WT ES cells (untreated in blue, treated in black) and *Cfp1* ^*−/−*^ (untreated in pink, treated in red) ES cells at the *Cdkn1a* locus. **(D)** Same as **(C)** for the *Nanog* locus. **(E)** Absolute quantification of *Cdkn1a* and *Mdm2* mRNA levels in WT (untreated in blue, doxorubicin-treated in black) and *Cfp1* ^*−/−*^ ES cells (untreated in pink, doxorubicin-treated in red) by RT-qPCR. Expression levels are normalized using an RNA spike-in standard (ERCC-00074) and then expressed as fold induction compared with the untreated value. The ERCC-00130 standard is shown as control. Data are represented as mean ± standard deviation, n = 4. *P*-values were calculated using two-tailed Student’s *t*-tests: *P < 0.05, **P < 0.01; *P* > 0.05 is not significant (ns). **(F)** Same as (E) for *Nanog*, *Sox2*, *Pou5f1*, *Gapdh*, and *Actb* mRNA levels. *Lmna* and ERCC-00096 are shown as controls.

### Cfp1 is crucial for H3K9 acetylation at regulated promoters

As lack of Cfp1 led to impaired H3K4me3 accumulation at doxorubicin-regulated promoters, we investigated whether other aspects of the chromatin landscape were also affected. Several reports have linked H3K4me3 levels at TSSs with histone H3 acetylation [29,35,39,40]. Using an antibody directed against H3K9,K14ac, we observed increased histone acetylation at the *Cdkn1a* locus upon doxorubicin treatment in WT ES cells, but this effect was absent in *Cfp1*^*−/−*^ cells (Figure 3A). A possible explanation is that histone H3 acetylation requires Cfp1-dependent H3K4me3 deposition at the induced TSSs. This effect appears specific to H3K9,K14 as H3K27 acetylation levels were unaffected by absence of Cfp1 (Figure 3B). Furthermore, antibodies specifically directed against H3K9 or H3K14 acetylation revealed that Cfp1-deficiency more severely impacts H3K9 rather than H3K14 acetylation (Figure S4A,B in Additional file 5). To test whether Cfp1-dependent H3K4me3 at doxorubicin-regulated promoters is generally associated with H3K9,K14 acetylation, we performed ChIP-Seq experiments. In WT ES cells we observed increased TSS histone acetylation at genes induced by doxorubicin, but acetylation was severely reduced in *Cfp1*^*−/−*^ ES cells (Figure 3C,E; Figure S4C in Additional file 5). At down-regulated promoters, H3K9,K14 acetylation was decreased in treated WT ES cells, but its levels appear low in both untreated and doxorubicin-treated *Cfp1*^*−/−*^ cells (Figure 3D,F; Figure S4D in Additional file 5). There is therefore a strong similarity between H3K4me3 and H3K9,K14ac patterns at doxorubicin-regulated promoters, as levels of both are directly related to transcriptional activity. Interestingly, lack of Cfp1 impacts both modifications at this subset of genes, strongly suggesting co-dependency.

**Figure 3:**
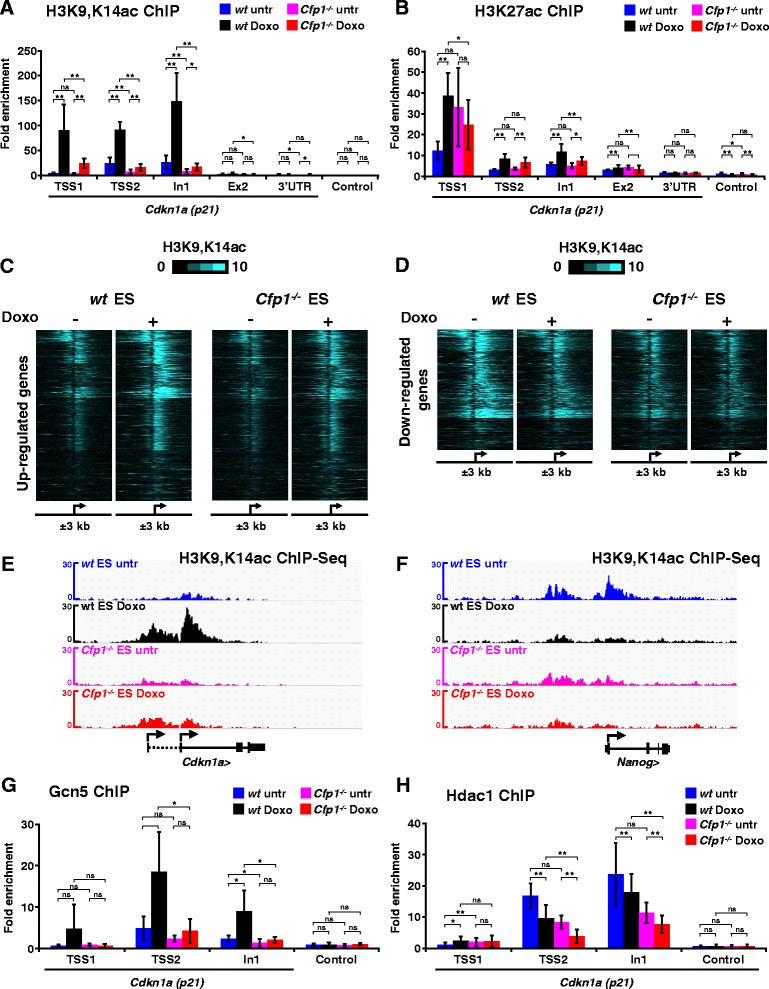
**Cfp1 is crucial for H3K9 acetylation at regulated promoters. (A)** ChIP-qPCR analysis of H3K9,K14ac enrichment at the *Cdkn1a* locus for untreated (untr) or doxorubicin-treated (Doxo) WT and *Cfp1* ^*−/−*^ ES cells. Results are expressed as fold enrichment relative to input DNA and a control intergenic region on chromosome 15. Control corresponds to an intergenic region on chromosome 5. Data are represented as mean ± standard deviation (SD), n = 3. *P*-values were calculated using two-tailed Student’s *t*-tests: *P < 0.05, **P < 0.01; *P* > 0.05 is not significant (ns). **(B)** Same as** (A)** for H3K27ac enrichment. Data are represented as mean ± SD, untr n = 2, Doxo n = 4. **(C)** Heatmap representation showing H3K9,K14ac normalized read count 3 kb upstream and downstream of TSSs of genes upregulated by doxorubicin treatment in WT ES cells (n = 755). **(D)** Same as **(C)** for downregulated genes (n = 489). **(E)** Genome browser screenshots representing H3K9,K14ac ChIP-Seq signal (as normalized read count) in WT (untreated in blue, treated in black) and *Cfp1* ^*−/−*^ (untreated in pink, treated in red) ES cells at the *Cdkn1a* locus. **(F)** Same as **(E)** for the *Nanog* locus. **(G)** Same as **(A)** for Gcn5 enrichment at the *Cdkn1a* locus. Data are represented as mean ± SD, n = 3. *P*-values were calculated using two-tailed Student’s *t*-tests: *P < 0.05, **P < 0.01, *P* > 0.05 (ns). **(H)** Same as **(G)** for Hdac1 enrichment at the *Cdkn1a* locus. Data are represented as mean ± SD, n = 3. *P*-values were calculated using two-tailed Student’s *t*-tests: *P < 0.05, **P < 0.01, *P* > 0.05 (ns).

H3K4me3 can act as a binding platform that attracts HAT complexes. In particular, the Gcn5-containing SAGA complex can be targeted to H3K4me3 nucleosomes by the adaptor subunit Sgf29 [41]. Consistent with this model, we observed that decreased H3K4me3 at the *Cdkn1a* promoter is associated with decreased Gcn5 binding at the same genomic location (Figure 3G), which is likely to account for decreased H3K9 acetylation. Furthermore, we observed that reduced histone acetylation at the *Cdkn1a* locus in *Cfp1*^*−/−*^ ES cells was not due to increased binding of histone deacetylase 1 (Hdac1; Figure 3H). We conclude that H3K4me3 defects caused by Cfp1-deficiency at promoters affect overall H3K9 acetylation dynamics, probably by directly impairing H3K4me3-mediated HAT recruitment.

### H3K9ac levels follow H3K4me3 at Cfp1-regulated regions independent of gene induction

Cfp1 influences H3K4me3 deposition at many genomic locations spread throughout the mouse ES cell genome and particularly at active gene promoters [28]. 

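The most active genes were ranked again from the RNA-Seq counts as the 2500 genes with the highest normalized count per kb of exon in untreated WT ES cells. Each had at least 632 normalized counts per kb, and together they held 70.3% of the counts. They included 270 of the 489 genes listed as downregulated by doxorubicin and 10 of the 775 listed as upregulated. In untreated Cfp1−/− against untreated WT cells their median log2 difference was -0.24, with -0.26 in replicate 1 and -0.22 in replicate 2 (SD 0.0286). In alternatives chosen after seeing the data, genes ranked in a WT replicate and measured against the other gave -0.23 both ways, so selection on the noise of the same libraries explains little of it. Genes ranked in untreated Cfp1−/− cells instead gave -0.0955, so most of the shift depends on the line used for the ranking. Scaling by total counts in place of TMM gave -0.0484, but it moved the median of all tested genes by 0.19 as well, from 0.01 to 0.20, so the distance of the most active genes from all tested genes did not depend on the scaling. From the 10th to the 90th percentile the differences ran from -0.86 to 0.36. At an adjusted p-value under 0.05, a fold change of at least 2.5 and a mean of at least 200 normalized counts, 11 of the 2500 genes were higher and 66 lower in untreated Cfp1−/− cells (3.08%), and 978 had an adjusted p-value under 0.05 at any fold change (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ranking without the correction for length gave a median of -0.25.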

We tested whether Cfp1-deficiency affects histone acetylation at non-doxorubicin-inducible promoters by examining H3K4me3 patterns at the most active genes in WT ES cells as identified in our RNA-Seq dataset (n = 2,500; Additional file 6). The results confirm that lack of Cfp1 leads to severely reduced H3K4me3 levels, mainly located downstream of the TSS (Figure 4A,B,E) and that this is accompanied by a reduction in H3K9,K14ac as determined by ChIP-Seq (Figure 4A,B,E). Similar results were obtained for this gene set when comparing doxorubicin-treated WT and *Cfp1*^*−/−*^ ES cells (Figure S5A,B,E in Additional file 7). The findings further support a mechanistic link between Cfp1-dependent H3K4me3 and H3K9ac at TSSs in normally cycling mouse ES cells.

**Figure 4:**
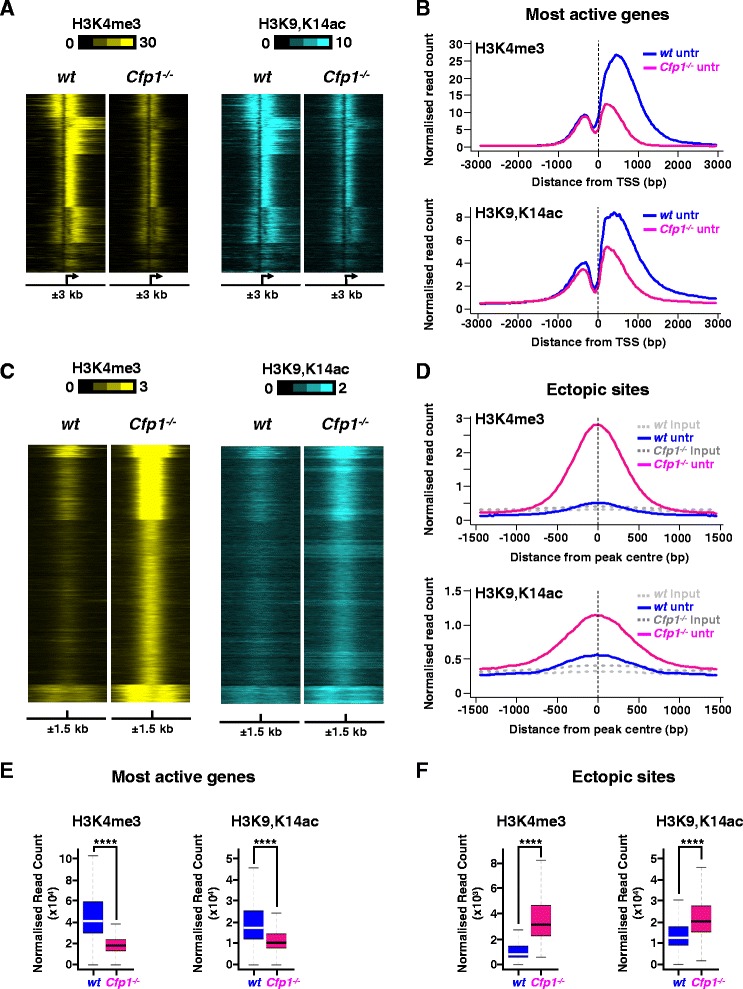
**H3K9 acetylation is altered at Cfp1-regulated regions. (A)** Heatmap showing H3K4me3 (yellow) or H3K9,K14ac (blue) normalized read count at TSSs for the most active genes in WT ES cells (n = 2,500). Signal is displayed from −3 kb to +3 kb surrounding each annotated TSS for untreated WT or *Cfp1* ^*−/−*^ ES cells. **(B)** Average profile showing H3K4me3 or H3K9,K14ac normalized read count at TSSs for the most active genes in WT ES cells (n = 2,500). Signal is displayed from −3 kb to +3 kb surrounding each annotated TSS for untreated WT or *Cfp1* ^*−/−*^ ES cells. **(C)** Same as **(A)** for regions aberrantly accumulating H3K4me3 in absence of Cfp1 (n = 14,208). Signal is displayed from −1.5 kb to +1.5 kb surrounding the center of the peak for each region for untreated WT or *Cfp1* ^*−/−*^ ES cells. **(D)** Average profile showing H3K4me3 or H3K9,K14ac normalized read count for regions aberrantly accumulating H3K4me3 in absence of Cfp1 (n = 14,208). Signal is displayed from −1.5 kb to +1.5 kb surrounding the centre of the peak. Input DNA is plotted as a reference. **(E)** Comparison of H3K4me3 or H3K9,K14ac normalized read density at TSSs of the most active genes (n = 2,500), from 3 kb upstream to 3 kb downstream. Box plots show the central 50% of the data (filled box), the median (central bisecting line) and 1.5× the interquartile range (whiskers). *P*-values were calculated using two-tailed unpaired Wilcoxon tests: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **(F)** Same as **(E)** for H3K4me3 or H3K9,K14ac normalized read density at regions aberrantly accumulating H3K4me3 in absence of Cfp1 (n = 14,208), from 1.5 kb upstream to 1.5 kb downstream.

Absence of Cfp1 in mouse ES cells has been shown to cause aberrant accumulation of H3K4me3 at many non-promoter regions [28]. We tested the possibility that these ectopic sites of H3K4me3 accumulation are also associated with increased H3K9ac. For this, we compared H3K4me3 and H3K9,K14ac density in WT and *Cfp1*^*−/−*^ ES cells at those sites where H3K4me3 accumulates in the absence of Cfp1 (Additional file 8). The results confirmed that, on average, increased H3K4me3 at those regions is matched by increased H3K9,K14ac levels (Figure 4C,D,F). Furthermore, it was obvious that regions that accumulated the most H3K4me3 in *Cfp1*^*−/−*^ ES cells also showed highest H3K9,K14ac enrichment (Figure 4C,D,F). Again, this was confirmed when comparing doxorubicin-treated WT and *Cfp1*^*−/−*^ ES cells (Figure S5C,D,F in Additional file 7). Some of the regions that accumulate H3K4me3 in cells lacking Cfp1 correspond to sites occupied by Ctcf or Cohesin [28]. We therefore analyzed both H3K4me3 and H3K9,K14ac distributions at selected binding sites for those two factors in WT and *Cfp1*^*−/−*^ ES cells [42] (Additional files 9 and 10). Lack of Cfp1 leads to increased H3K4me3 and this is associated with an increase in H3K9,K14ac (Additional files 11 and 12). We conclude that the altered H3K4me3 pattern observed in mouse ES cells in the absence of Cfp1 is accompanied by an alteration in H3K9ac deposition. This suggests a mechanistic co-dependency for these two histone marks, both of which are consistently associated with transcriptional activity.

### Decreased H3K4me3 and H3K9ac impact transcriptional accuracy upon induction

Given the subtle effect of altered promoter H3K4me3 and H3K9ac on the transcriptional output of inducible genes, we tested whether other aspects of gene expression are affected by the altered chromatin landscape. First we examined RNA processing, as H3K4me3 is proposed to facilitate splicing factor loading [43]. We compared splicing efficiency for the *Cdkn1a* transcript upon induction in WT and *Cfp1*^*−/−*^ ES cells. We detected neither accumulation of the unspliced pre-mRNA nor reduction in a particular splicing product when comparing doxorubicin-treated WT and *Cfp1*^*−/−*^ ES cells (Figure 5A,B). This agrees with a previous observation that decreased H3K4me3 at constitutively active genes does not drastically alter splicing in normally cycling ES cells [28].

**Figure 5:**
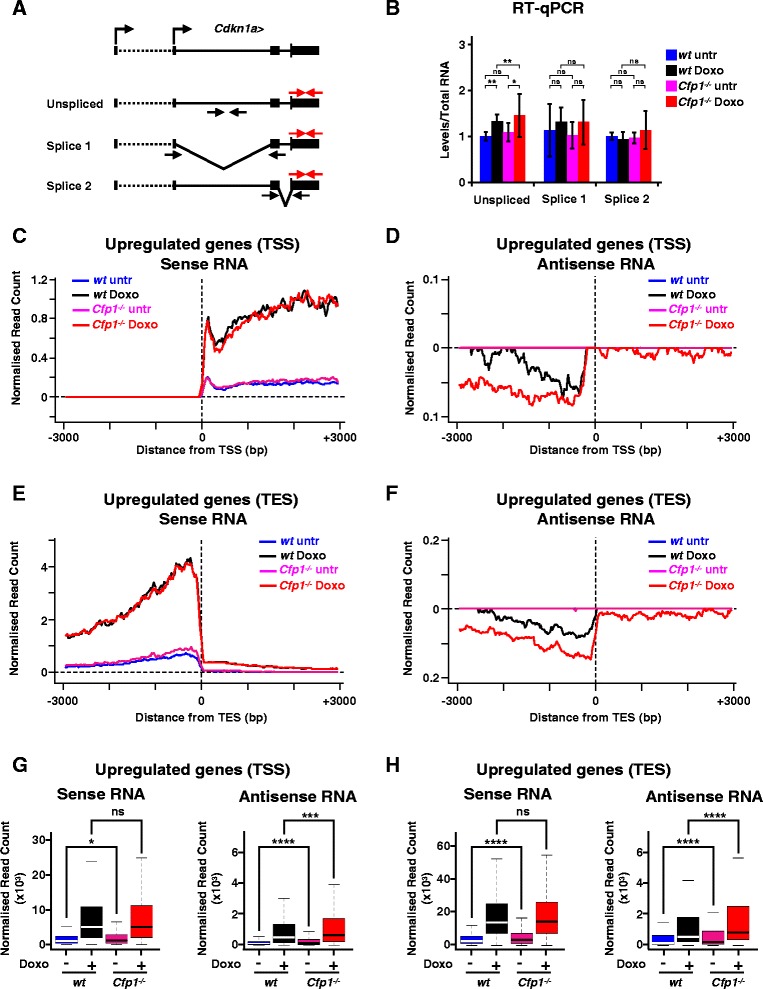
**Decreased H3K4me3 and H3K9ac influence transcriptional accuracy upon induction. (A)** Schematic representation of the qPCR strategy used to quantify various *Cdkn1a* mRNA splicing products. Total RNA is detected using primers on 3’ UTRs (shown in red). **(B)** RT-qPCR analysis of *Cdkn1a* splicing products. *P*-values were calculated using two-tailed Student’s *t*-tests: *P < 0.05, **P < 0.01, *P* > 0.05 is not significant (ns). **(C)** Average profile showing sense RNA-Seq normalized read count at TSSs of genes induced by doxorubicin treatment in WT ES cells (n = 755). Signal is displayed from −3 kb to +3 kb surrounding each annotated TSS. **(D)** Same as **(C)** for antisense RNA-Seq normalized read count (note that sense and antisense transcripts are plotted on a different scale). **(E)** Average profile showing sense RNA-Seq normalized read count at transcription end sites (TESs) of genes induced by doxorubicin treatment in WT ES cells (n = 755). Signal is displayed from −3 kb to +3 kb surrounding each annotated TES. **(F)** Same as **(E)** for antisense RNA-Seq normalized read count (note that sense and antisense transcripts are plotted on a different scale). **(G)** Comparison of sense or antisense RNA-Seq normalized read density at TSSs of upregulated genes (n = 755), from 3 kb upstream to 3 kb downstream, in WT or *Cfp1* ^*−/−*^ ES cells, treated or not with doxorubicin as indicated. Box plots show the central 50% of the data (filled box), the median (central bisecting line) and 1.5× the interquartile range (whiskers). *P*-values were calculated using two-tailed unpaired Wilcoxon tests: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **(H)** Same as **(G)** for TESs of upregulated genes (n = 755).

Antisense transcription is also a feature of gene expression thought to be affected by H3K4 methylation [44-46]. Active mammalian transcription units produce small sense and antisense RNA molecules at their TSSs and transcription end sites (TESs) [47,48]. We investigated levels of these transcripts at genes regulated by doxorubicin in WT and *Cfp1*^*−/−*^ ES cells using strand-specific RNA-Seq datasets. As expected, upon induction sense RNA accumulated both downstream of the TSS and upstream of the TES (Figure 5C,D,G,H) and profiles were strongly similar when comparing doxorubicin-treated WT and *Cfp1*^*−/−*^ ES cells. Induced genes also displayed increased divergent antisense transcription at both TSSs and TESs, albeit at much lower abundance, but this was strikingly elevated in *Cfp1*^*−/−*^ ES cells (Figure 5C,D,G,H). The results suggest that Cpf1-dependent increases in H3K4me3 and H3K9ac can play a role in regulating TSS- and TES-associated small RNA transcription upon gene induction. The effect is marginal or non-significant at genes downregulated by doxorubicin (Additional file 13). We propose that Cfp1-dependent H3K4me3 and H3K9ac depositions contribute to accurate RNA production at the start and end of genes upon transcriptional induction.

## Discussion

### Understanding H3K4me3 deposition at gene promoters

Cfp1 is required for accurate H3K4me3 deposition at constitutively active gene promoters in mouse ES cells [28]. Here we show that Cfp1 also plays an important role in targeting this modification upon transcriptional induction. This favors a model in which the Cfp1/Set1 complex acts mainly downstream of the transcriptional apparatus, similar to yeast [5,6,49]. The data suggest a scenario whereby high H3K4me3 levels at promoters of genes regulated by external stimuli result from a multistep process. In the unstimulated state H3K4me3 is low and the promoter is poised for activation. Cfp1 seems to play little role in this 'priming' process. When transcription is induced, however, Cfp1 is instrumental in causing the striking increase in H3K4me3 levels at the TSS. Similarly, Cfp1 is dispensable for H3K4me3 at bivalent genes [28], which are kept silenced in ES cells but are thought to be poised for activation by developmental cues [13,14,50]. The histone methyl transferase Mll2 is largely responsible for H3K4me3 deposition at bivalent promoters [23]. Thus, different H3K4 methyl-transferases play distinct roles in shaping the chromatin landscape, suggesting that histone modification patterns are the results of an intricate network of enzymatic activities. Variation in these histone modifications may create alternative binding surfaces for potential histone tail readers, leading to context-dependent outcomes. According to this scenario, histone modifications do not act as simple on/off switches, but instead create molecular signaling gradients, allowing for subtle regulation of particular genomic loci in various conditions. More quantitative measurements of chromatin features are needed to fully appreciate their complexity and relationship to cell commitment and disease.

### H3K4me3 and H3K9ac deposition are linked in mouse embryonic stem cells

A striking finding from our study is that alterations in Cfp1-dependent H3K4me3 deposition are accompanied by parallel defects in H3K9ac deposition. This is true for regions that either lose or gain H3K4me3 in the absence of Cfp1. An attractive possibility is that H3K9 acetylation is downstream of H3K4me3, and, together with previous reports, points to a molecular function for H3K4me3 in targeting H3K9 acetylation. H3K4me3 and H3K9ac coincide at many gene promoters [8,51-53], but we observe that these two marks are mechanistically co-dependent. H3K4me3 was suggested to facilitate H3K9 acetylation [40] and Sgf29, a subunit of the SAGA complex, can bind H3K4me3 and facilitate recruitment of the Gcn5 HAT [41]. Accordingly, we find that decreased H3K4me3 in *Cfp1*^*−/−*^ ES cells leads to reduced Gcn5 recruitment at the *Cdkn1a* promoter. Furthermore, aberrant H3K4me3 accumulation at ectopic sites in the absence of Cfp1 coincides with enhanced H3K9ac deposition at the same loci. These findings do not favor a hypothesis where Cfp1 functions in an as yet uncharacterized HAT complex, but this possibility cannot be formally excluded. We favor a simpler model whereby Cfp1-dependent enhancement of H3K4me3 levels at TSSs contributes to recruitment of HATs, which increase H3K9 acetylation. Interestingly, the inverse relationship, whereby acetylation of histone H3 targets the Set1 complex to chromatin, has been observed biochemically, although the acetylation affects residues other than K9 [54]. Further studies of the functional interplay between histone marks will undoubtedly shed valuable light on the biological significance of histone modifications.

### H3K4me3 and H3K9ac function in a context-dependent manner

Reduced H3K4me3 at a TSS does not affect steady-state transcription in ES cells [28,29]. We now extend this observation and show that H3K4me3 is largely dispensable for regulated gene expression in this cell type. *In vitro*, H3K4me3 stimulates assembly of the pre-initiation complex as well as p53- and p300-dependent transcription [37,54]. Furthermore, Taf3, a TBP-associated protein that can bind H3K4me3, selectively regulates a p53 target gene induced by doxorubicin in colon cancer cells [37]. On the other hand, depletion of Mll2 in ES cells, which is responsible for H3K4me3 deposition at bivalent genes, has little effect on their rapid transcriptional induction [23]. Cfp1/Set1 associates with most CGI promoters in mouse brain and is required for regulated gene expression in colon cancer cells [12,54]. 

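Between untreated Cfp1−/− and untreated WT ES cells, 287 genes were higher and 238 lower at an adjusted p-value under 0.05, a fold change of at least 2.5 and a mean of at least 200 normalized counts. At any fold change, 5362 of the 15758 genes tested (34.0%) had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With doxorubicin, 251 genes were higher and 161 lower in Cfp1−/− cells, and 129 and 86 genes were called in the same direction without and with the drug. Without the mean count limit the totals of 525 and 412 genes rose to 2095 and 1609. Among the genes that the study measured, Nanog was higher in untreated Cfp1−/− cells by 1.46 on the log2 scale (standard error 0.348, adjusted p = 0.0109 from edgeR's test). Pou5f1 (ENSMUSG00000024406, chromosome 17, 35642982 to 35647721) was lower, with a log2 difference of -0.65 (standard error 0.136, adjusted p = 0.00606 from edgeR's test). Sox2 and Sall4 did not differ distinguishably, with log2 differences of 0.12 and 0.31 and adjusted p-values of 0.728 and 0.315 from edgeR's test. Trp53 (ENSMUSG00000059552, chromosome 11, 69393861 to 69405375), the gene of p53, was higher by 0.95 (standard error 0.149, adjusted p = 0.00159 from edgeR's test). Chromosome 11 had a median log2 difference of 0.51 over its 1279 tested genes and chromosome 7 of 0.53 over 1283, in place of values near 0. Of the 287 higher genes, 58 lay on chromosome 7 and 42 on chromosome 11, against 7 and 11 of the 238 lower genes. Part of the difference between the lines thus goes with these chromosomes. Whether loss of Cfp1 or another difference between the lines sets these levels was not tested.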

In pluripotent cells, however, Cfp1 is only necessary for H3K4me3 deposition at active genes and does not strongly affect either steady-state or regulated gene expression ([28] and this study). We conclude that the impact of H3K4me3 deposition on nucleosomes is highly context-dependent and that this modification may play gene- and/or cell type-specific roles.

Our data also imply that high level H3K9 acetylation is not required for either steady-state or regulated gene expression in ES cells. The association between histone acetylation and active transcription is well established [55,56], but it has been reported that histone deacetylases, which remove acetylation, are also enriched at active gene promoters [40]. It appears that two of the marks most prominently associated with transcriptional initiation are not necessary for either steady-state or regulated gene expression in mouse ES cells. It is possible that their functional significance is gene-specific and/or context-dependent. Alternatively, there may be general functions for these marks that have so far escaped detection. In yeast, Set1 deletion has effects on regulating antisense transcription [44-46]. We observed aberrant antisense transcription at TSSs and TESs of genes induced by doxorubicin, suggesting that H3K4me3 and/or H3K9ac can regulate complex aspects of mRNA biogenesis. These transcripts are low in abundance, however, and do not seem to critically influence mRNA levels. A second possibility is that H3K4me3 and/or H3K9ac are required to help resolve potentially toxic R-loops that arise at transcriptionally active CpG rich promoters in mammals [57]. Thirdly, the presence of these marks may fine-tune RNA polymerase II dynamics in ways that are not easily caught by genome-wide studies, which provide only an averaged snapshot of the cell population.

Our data could also fit with the idea that histone modifications mainly modulate nucleosome dynamics [58,59]. ES cells reportedly have an intrinsically accessible, dynamic chromatin structure, which is believed to contribute to their pluripotency [4,60]. Such an atypical structure could be robust enough to sustain key processes such as transcription, for which histone modification only acts redundantly. Upon lineage commitment, however, a more restricted chromatin state may be acquired [4] for which histone modification-mediated processes become necessary. One also needs to stay open to the idea that histone marks strongly associated with promoters or coding regions can play roles outside transcription. For example, H3K4me3, together with insulator proteins, demarcates the border of physical domains and might thus be important for shaping the three-dimensional organization of the nucleus [61] and H3K36me3 has recently been implicated in regulation of DNA repair [62]. There is still much to understand regarding the role of chromatin in complex genome organization and function.

## Conclusions

We show that Cfp1 is required for H3K4me3 accumulation at promoters upon rapid transcriptional induction, linking chromatin structure and transcriptional activity. We also uncover a strong relationship between Cfp1-dependant H3K4me3 accumulation and accurate H3K9ac deposition. As defects in H3K4me3 and H3K9ac accumulation at promoters do not drastically alter steady-state or regulated expression of the associated gene, our results suggest that those two histone modifications function downstream of the transcriptional apparatus and could potentially regulate small RNA levels around transcription unit boundaries.

## Materials and methods

### Embryonic stem cell culture

ES cells were grown in gelatinized dishes in Glasgow MEM (Gibco Life Technologies Ltd, Paisley, UK) supplemented with 10% fetal bovine serum (Hyclone GE Healthcare Bio-Sciences AB, Uppsala, Sweden), 1× MEM nonessential amino acids, 1 mM sodium pyruvate, 50 μM 2-mercaptoethanol (Gibco) and LIF (Leukemia Inhibitory Factor). E14TG2a ES cells were used as WT ES and *Cfp1*^*−/−*^ ES cells have been described [32]. Doxorubicin was purchased from Sigma (Gillingham, UK) and used at a final concentration of 1 μM for 6 hours.

### Chromatin immunoprecipitation

ES cells were crosslinked with 1% formaldehyde at room temperature for 10 minutes, followed by 5-minute incubation with 125 mM glycine at room temperature. Cells were washed in phosphate-buffered saline, flash frozen in liquid nitrogen and stored at −80°C prior to use. Cell pellets were thawed on ice, resuspended in lysis buffer 1 (50 mM Hepes KOH, pH 7.9, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100) and incubated for 10 minutes on a rotator at 4°C. Cells were washed in TE (10 mM Tris–HCl, pH 8, 1 mM EDTA).

For histone modifications and RNA polymerase II ChIP, cells were resuspended in TE containing 0.5% SDS, incubated on ice for 10 minutes and sonicated using a Bioruptor (Diagenode, Seraing, Belgium) on high setting for 18 cycles of 30 s (30 s pause between pulses). The sonicated extract was centrifuged at 20,000 g for 10 minutes at 4°C and the supernatant diluted 5-fold with ChIP dilution buffer (20 mM Tris–HCl, pH 8, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA).

For Gcn5, CBP, Hdac1 and p53S15P ChIP, cells were sonicated in 20 mM Tris–HCl, pH 8, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 0.1% SDS for 60 cycles of 30 s (30 s pause between pulses).

Sonicated chromatin was incubated overnight with the appropriate antibody and immune complexes were precipitated using protein A-Sepharose (GE Healthcare Bio-Sciences AB, Uppsala, Sweden) pre-blocked with bovine serum albumin and yeast tRNA, for 30 minutes at 4°C. Complexes were washed three times with 20 mM Tris–HCl, pH 8, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 0.1% SDS, once with 20 mM Tris–HCl, pH 8, 500 mM NaCl, 1% Triton X-100, 1 mM EDTA, 0.1% SDS, and once with TE 1X. Bound complexes were eluted from the beads with TE containing 1% SDS by heating at 65°C for 1 h. Samples were diluted to 0.5% SDS with TE, then RNase A and NaCl (final concentration 0.3 M) were added and samples incubated for 4 h to overnight at 65°C to reverse crosslinking. Samples were treated with proteinase K (100 μg/ml) for 1 to 2 h at 55°C, phenol extracted and ethanol precipitated.

### Strand-specific RNA-Seq

Cells were lysed in TRI reagent (Sigma). Total RNA was then extracted with chloroform, precipitated with isopropanol and DNAse treated (DNA-free, Ambion Life Technologies Ltd, Paisley, UK). Ribosomal RNA from 5 μg of total RNA was depleted using Ribo-Zero kit (Epicentre, Madison, WI, USA). Strand specific RNA-Seq libraries were prepared using Script-Seq V2 RNA-Seq library preparation kit (Epicentre) according to the manufacturer’s instructions.

### Preparation of ChIP DNA for Illumina sequencing

ChIP DNA was end repaired by incubation at 20°C for 30 minutes with 3 U of T4 DNA Polymerase (NEB, Hitchin, UK), 10 U of Polynucleotide Kinase (NEB), 2 U DNA Polymerase I Large (Klenow) fragment (NEB), 1× T4 DNA ligase reaction buffer (NEB) and 400 nM dNTPs. The enzymes were then heat inactivated at 75°C for 20 minutes, after which the DNA was ethanol precipitated. A tail of 'A' bases was added to the 3’ ends of the DNA by incubation with 5 U Klenow Fragment (3’-5’ exo-; NEB), 200 nM dATP and 1X buffer 2 (NEB) at 37°C for 30 minutes. The enzymes were heat inactivated and cleaned up as before. Barcoded Ilumina paired end adaptors were then ligated to the processed ChIP DNA by incubation with 300 U of T4 DNA ligase (NEB), 1× T4 DNA ligase buffer (NEB), 7.5% PEG-6000 and 2 pmol of annealed Illumina adaptors for 3 h at room temperature. Ligated DNA was purified using MinElute PCR columns (Qiagen, Hilden, Germany) and eluted in 10 μl water.

### Library preparation and Illumina sequencing

Ligated DNA was amplified by 16 to 18 cycles of PCR with primers complementary to the adaptor sequences and Phusion 2x premix (Finnzymes, Waltham, MA, USA). The DNA was purified using QIAquick PCR Purification columns (Qiagen). The purified DNA was captured on an Illumina flow cell for cluster generation. Libraries were sequenced using an Illumina HiSeq to generate paired-end 75 bp reads. For ChIP-Seq, six samples were multiplexed. Paired-end sequence reads were demultiplexed and mapped to the mouse genome (NCBIm37) using BWA version 0.5.9-r16 [63]. Uniquely aligned reads were selected for further analysis and duplicate reads were removed for H3K9,K14ac ChIP-Seq samples (duplication was very low in H3K4me3 samples). For H3K4me3, sequencing from two biological replicates was combined in a single file. For RNA-Seq, eight samples were multiplexed. Paired-end sequence reads were mapped to the mouse genome (NCBIm37) using STAR version 2.20c_r200 [64] to allow spliced alignments. Biological replicates (two for each condition) were kept separate for differential expression analysis but were merged to generate average profiles.

### RNA expression analysis

A GTF file containing ensEMBL mouse transcript information (release 67) was used to generate a count table with HTSeq-count [65] with the following parameters: −-stranded yes -mode union -type exon. These options summarize unambiguous read counts, on the sense strand, over entire gene units using all exons. Genes differentially expressed upon doxorubicin treatment in WT ES cells were identified using the Bioconductor package DESeq [66]. Genes with adjusted *P*-value <0.05 and fold change ≥2.5 were identified as differentially expressed. Genes with a base mean count <200 (empirically determined) were removed from the list as they correspond to genes weakly expressed in both conditions. The corresponding differential expression heatmap (Figure 2A) was generated using Java Treeview [67]. A normalized count table was used to determine expression values (Figure S2G in Additional file 3) and identify the 2,500 most active genes in mouse ES cells (Figure 4) by correcting WT raw read counts for gene length. Average profile plots of sense and antisense transcription (Figure 5C-F) were generated in an identical manner to ChIP-Seq occupancy plots (see below) using normalized bigwig files for each strand (based on direction of paired end alignment).

### Average profile and heatmap analysis of ChIP-seq occupancy

All read depths were normalized to the total number of uniquely mapped reads in each experiment. ChIP-seq density was determined by calculating the average number of hits per base in 100 bp windows with a 20 bp slide using normalized bigwig files over a 6 kb interval centered on the TSS (for promoters) or a 3 kb interval over the center of each peak (for non-promoter regions) using custom Perl and R scripts interfaced with the Galaxy server [68,69], which are available upon request. Average profiles were generated by plotting the median value in each window for each sample. For heat maps, the sliding window file obtained from WT ES cells was subjected to k-means clustering using Cluster 3.0 [70]. Results from clustering were used to rank sliding windows files for all other samples accordingly. Clustered heatmaps were generated using Java Treeview.

### RNA extraction and RT-qPCR

Cells were lysed in TRI reagent (Sigma). RNA was then extracted with chloroform, precipitated with isopropanol and DNAse treated (DNA-free, Ambion). Total RNA (2 μg) was used per reverse transcription reaction. RNA was denatured in the presence of 2 μg of random hexamers (Invitrogen Life Technologies Ltd, Paisley, UK) for 5 minutes at 75°C, and reverse transcribed in a final volume of 40 μl with 200 U of SuperScript II (Invitrogen) at 42°C overnight followed by heat inactivation at 70°C for 15 minutes. Synthesized complementary DNAs were diluted in 300 μl of water and stored at −20°C until used.

Absolute quantification experiments were performed essentially as described in [39]. Briefly, 5.10^5^ cells were lysed in 1 ml TRI reagent (Sigma) and 1 μl of a 1:20 dilution of ERCC Spike-in Mix#1 (Life Technologies Ltd, Paisley, UK) was added to each sample. After RNA extraction and reverse transcription, cDNAs were analysed by RT-qPCR. Transcript abundance were normalized to ERCC-00074 spike-in standard. ERCC-00096 and ERCC-00130 were also used as secondary controls.

### Protein extraction and western blotting

Cells were lysed in RIPA buffer (25 mM Tris–HCl, pH 7.4, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate) plus protease inhibitors and sonicated with a Bioruptor (Diagenode) for 10 cycles (30 s each cycle). Whole cell lysate were subjected to SDS-PAGE and transferred on nitrocellulose.

### Antibodies

All antibodies are listed in Additional file 14.

### Oligonucleotides

Oligonucleotides used for ChIP-qPCR, RT-qPCR and splicing analysis are listed in Additional file 15.

### Data access

High throughput sequencing data (ChIP-Seq and RNA-Seq) have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE53492.

## Additional files

Additional file 1: Figure S1. Embryonic stem cell response to doxorubicin. Additional file 2: Table S1. Differentially expressed genes comparing WT versus WT doxorubicin-treated cells (*P* > 0.05, fold change ≥2.5). Additional file 3: Figure S2. Cfp1 regulates H3K4me3 at promoters of genes responding to doxorubicin in ES cells. Additional file 4: Figure S3. Impact of decreased H3K4me3 at regulated promoters on transcriptional output. Additional file 5: Figure S4. Cfp1-deficiency associates with decreased H3 acetylation at regulated promoters. Additional file 6: Table S2. The 2,500 most expressed gene in WT ES cells. Additional file 7: Figure S5. H3K9 acetylation is altered at Cfp1-regulated H3K4me3 binding sites in doxorubicin-treated cells. Additional file 8: Table S3. Coordinates for ectopic H3K4me3 peaks. Additional file 9: Table S4. Subset of Ctcf binding sites (from [42]). Additional file 10: Table S5. Subset of Smc1a binding sites (from [42]). Additional file 11: Figure S6. H3K9 acetylation is altered at Ctcf binding sites in the absence of Cfp1. Additional file 12: Figure S7. H3K9 acetylation is altered at cohesin binding sites in the absence of Cfp1. Additional file 13: Figure S8. Transcription at TSSs and TESs of genes downregulated by doxorubicin. Additional file 14: Table S6. List of antibodies used in the study. Additional file 15: Table S7. List of oligonucleotides used in the study.

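Table S1 gives, for each of its 1264 genes, the position, the symbol and the log2 fold changes with adjusted p-values that the authors obtained with DESeq in WT and in Cfp1−/− ES cells. The smallest absolute log2 fold change in WT cells is 1.3001, which is a fold change of 2.46, and 34 of the genes have a fold change under 2.5. A log2 fold change is the base-2 logarithm of the ratio of the mean normalized counts, treated over untreated. The smallest mean of a listed gene over the WT libraries was 200.2 normalized counts. Recomputed with DESeq2 from the deposited counts, 1196 of the log2 fold changes in WT cells lay within 0.01 of those in the table. The edgeR estimates lay above them by a median of 0.05 in WT and 0.04 in Cfp1−/− cells. Of the listed genes, 6 have opposite signs in the table's columns for both lines.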

## Abbreviations

bp: base pair
CGI: CpG island
ChIP: chromatin immunoprecipitation
ES: embryonic stem
HAT: histone acetyltransferase
qPCR: quantitative polymerase chain reaction
TES: transcription end site
TSS: transcription start site
UTR: untranslated region
WT: wild type

# Supplementary material for: Cfp1 is required for gene expression-dependent H3K4 trimethylation and H3K9 acetylation in embryonic stem cells
**Source:** Genome Biol. 2014 Sep 4;15(9):451. doi: 10.1186/s13059-014-0451-x
**Supplement:** Additional file 14: Table S6. — List of antibodies used in the study.

**Additional file 14: Table S6. List of antibodies used in the study**

|            |                |           |
|------------|----------------|-----------|
| H3K4me3    | Abcam          | ab8580.   |
| H3K9,K14ac | Millipore      | 06-599    |
| H3K27ac    | Abcam          | ab4729    |
| H3K9ac     | Millipore      | 06-942    |
| H3K14ac    | Millipore      | 07-353    |
| H3         | Abcam          | ab1791    |
| P53S18P    | Cell Signaling | 9248L     |
| RNA pol II | Santa Cruz     | sc-899    |
| GCN5       | Santa Cruz     | Sc-20698X |
| HDAC1      | Abcam          | ab7028    |
| P53        | Santa Cruz     | Sc-126    |
| TBP        | Abcam          | ab28175   |

# Supplementary material for: Cfp1 is required for gene expression-dependent H3K4 trimethylation and H3K9 acetylation in embryonic stem cells
**Source:** Genome Biol. 2014 Sep 4;15(9):451. doi: 10.1186/s13059-014-0451-x
**Supplement:** Additional file 15: Table S7. — List of oligonucleotides used in the study.

**Additional file 15: Table S7. List of Oligonucleotides used in the study**

ChIP

|              |          |   |                         |
|--------------|----------|---|-------------------------|
| Cdkn1a (p21) | TSS1     | F | TGTGACATGTATCAGGTGAAGGA |
|              |          | R | TGAATGTATAGTCAGGCACACCA |
|              | TSS2     | F | GCGCAGATCCACAGCGATA     |
|              |          | R | CGGGCACGCACAAATACAC     |
|              | Intron 1 | F | GTGGCCCTTGAGAGACAAGGT   |
|              |          | R | GGACTCGGCTAAGGCTGGAT    |
|              | Exon 2   | F | GTCGCTGTCTTGCACTCTGG    |
|              |          | R | AAGGCCATCCTCAAATGGTG    |
|              | 3'UTR    | F | CCTGGTTCCTTGCCACTTCTT   |
|              |          | R | GCCATCCCTGTTCTAGGCTGT   |
| ActB         | TSS      | F | TCAGGACCCTGCAGTGAGGT    |
|              |          | R | ACACCCGCCACCAGGTAAG     |
| Gapdh        | TSS      | F | TTCGCACCAGCATCCCTAGA    |
|              |          | R | TCTTGTGCAGTGCCAGGTGA    |
| Intergenic   | chr15    | F | GGGACGGGAACAAATGATGA    |
|              |          | R | GACTGCCGTTCTTTGCTTGG    |
| Intergenic   | chr5     | F | GTGGCTGACACTGTGCTGCT    |
|              |          | R | GGCTGTTTGCCTCCTCTGTC    |

RTqPCR

|               |   |                           |
|---------------|---|---------------------------|
| Cdkn1a (p21)  | F | CCTGGTGATGTCCGACCTGTT     |
|               | R | GGGGAATCTTCAGGCCGCTC      |
| Mdm2          | F | CAGCTTCGGAACAAGAGACTC     |
|               | R | CTGCTCTCACTCAGCGATGT      |
| pou5f1(Oct4)  | F | ATGAAAGCCCTGCAGAAGGAG     |
|               | R | ACAGATGGTGGTCTGGCTGAA     |
| Nanog         | F | AACCAAAGGATGAAGTGCAAGC    |
|               | R | TGCAATGGATGCTGGGATACT     |
| Sox2          | F | TCGTGGTCTTGTTTAAGGCAA     |
|               | R | AATTACCAACGATATCAACCTGCAT |
| ActB          | F | TGACGGCCAGGTCATCACT       |
|               | R | AGTTTCATGGATGCCACAGGA     |
| Gapdh         | F | GCCATGTAGGCCATGAGGTC      |
|               | R | CCAGGTTGTCTCCTGCGACT      |
| Lmna (LaminA) | F | GCTTCCCACCGAAGTTCACC      |
|               | R | GTGTTCTGCGCCTTCCACAC      |
| ERCC-00130    | F | ACGGGACAAGGGATCAACCT      |
|               | R | GGCGAATGACAGTGGAAAGC      |
| ERCC-00096    | F | CGCAGACGGTATCAACAGGA      |
|               | R | TGGACACTGCATCGGAAGAC      |
| ERCC-00074    | F | GCTTCCCATCTTCTTTGAGAGTTG  |
|               | R | CCAATTGGAGCTTTCTTAGCTGTC  |

## Splicing

|           |   |                          |
|-----------|---|--------------------------|
| Splice 1  | F | GTGAGGAGGAGCATGAATGG     |
|           | R | CGAAGAGACAACGGCACACTTT   |
| Splice 2  | F | GTGTCAGAGTCTAGGGGAATTGGA |
|           | R | GAACAGGTCGGACATCACCAG    |
| Splice 3  | F | GCCTTGTCGCTGTCTTGAC      |
|           | R | AAGAGGCCTCCTGACCCACA     |
| Unspliced | F | GTGGCCCTTGAGAGACAAGGT    |
|           | R | GGA CTCGGCTAAGGCTGGAT    |
| Total RNA | F | CCTGGTTCCTTGCCACTTCTT    |
|           | R | GCCATCCCTGTTCTAGGCTGT    |

How the deposited data were processed for this re-analysis (not part of the article)

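RNA from WT (E14TG2a) and Cfp1−/− mouse ES cells, untreated or treated with doxorubicin for 6 hours, was sequenced in 16 deposited samples, which are 2 technical replicates of each of 2 biological replicates in each of 4 groups. Every sample was assigned to its group and replicate from its own label, and each assignment was compared with the design in the paper. ChIP-Seq, RT-qPCR and other experiments of the paper were not analysed here.

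The authors depleted ribosomal RNA, made strand-specific libraries, aligned paired-end reads to NCBIm37 with STAR and counted them on the exons of Ensembl genes with HTSeq-count (stranded, union mode). They deposited a table of raw counts per technical replicate, with whole numbers and no normalization. The authors also deposited a table of normalized counts per biological replicate, a signal that equals the summed counts divided by a DESeq size factor to within rounding. Union mode leaves out reads that lie on overlapping genes, and the stranded mode keeps antisense reads apart. Reads shared between near-identical genes are not counted, so members of gene families such as the histone genes are less certain than others. Both tables hold 22375 genes and no entry that names no gene. Of these, 22324 were found by identifier in the annotation used here for exon length, GC content and gene span, 21985 with the same coordinates. The coordinates printed are those of the deposited tables. For 131 symbols more than 1 gene carries the symbol.

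The total counts of the biological replicates ranged from 14880589 to 29422711, so a gene with 3 counts or fewer in a library was treated as being at the floor. Each of the 8 pairs of technical replicates was compared by a chi-square test over genes with at least 50 counts. In 6 pairs the chi-square per degree of freedom lay between 0.998 and 1.05, and in replicate 1 of treated WT and of treated Cfp1−/− cells it was 9.61 and 42.9. First runs of the biological replicates of a group differed far beyond sampling noise, with values from 7.95 to 20.8. Technical replicates were summed, which leaves n = 2 per group.

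Fold changes were computed with edgeR 4.0.16 in R 4.3.3 from the summed counts, with filterByExpr, TMM normalization, a coefficient for each of the 4 groups, glmQLFit and glmQLFTest, and the Benjamini-Hochberg adjustment. Of the 22375 genes 15758 were tested, with a common dispersion of 0.0304 and 5.62 prior degrees of freedom. The contrasts were the response in WT cells, the response in Cfp1−/− cells, their difference, and Cfp1−/− against WT without and with doxorubicin. Standard errors were derived from the test statistic. A call required an adjusted p-value under 0.05, a fold change of at least 2.5 and a mean of at least 200 normalized counts over the libraries compared, as in the paper. The response difference was called on its adjusted p-value alone. Values per group are means and SDs of the authors' normalized counts.

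The scripts were tested on simulated counts for the 15758 tested genes. Means, library sizes and dispersion were taken from these libraries, and 200 genes were changed 3-fold in both lines. At an adjusted p-value under 0.05, 94.5% of these genes were recovered with 22 false calls. Of 200 other genes changed 3-fold in Cfp1−/− cells alone, 76% were recovered by the interaction test with 9 false calls. The changed genes were drawn from those above a minimum mean count, so the recovery does not cover genes with lower counts. The simulated libraries shared no deviations between replicates with the same number. The median estimated log2 fold changes of the raised genes were 1.57 and 1.61. Equal responses in both lines were simulated 20 times.

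Before the data were examined, the alternatives were set as DESeq2's size factors in edgeR, DESeq2 1.42.0 with its Wald test, total count scaling for the medians, no filter on low counts, the replicate number as a block, technical replicates as separate libraries, other fold change and mean count limits, fits on the 2 groups compared alone, lists selected in other replicates or in Cfp1−/− cells, no correction for length, and each replicate left out in turn. Leaving out a replicate leaves 1 library in a group, so only values and no calls were taken from those fits. Alternatives chosen after seeing the data were the fits without the second technical replicate of replicate 1 of treated Cfp1−/− cells, without the second technical replicates of both treated replicates 1, with first technical replicates alone, with the replicate block and the affected run left out together, with a log2 fold change limit of 1.3, and with trends of GC content or gene span removed, and for the most active genes total count scaling and rankings in a single WT replicate or in untreated Cfp1−/− cells. The labels give the same replicate numbers to all groups, and biological replicates with the same number deviated together. The correlation across genes of their deviations from the group means lay between 0.184 and 0.611 for the 6 pairs of groups. The numbers were treated as pairing the samples in the fits with the replicate block and in the values per replicate number. The main fit had no term for this pairing, so its p-values leave it out. Neither the paper nor the labels state what the numbers share.

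Genes were named by a rule set before the data were examined. It covers the genes the paper names for RNA-Seq or RT-qPCR, Cxxc1 and the genes of the complexes the paper discusses, the 3 largest rises and falls in WT cells among called genes that moved alike in both replicates, listed genes with opposite signs in Table S1, and the 5 largest response differences in each direction among genes with an adjusted p-value under 0.05 and a mean of at least 200 normalized counts. The genes of chromosome Y, Frmd8 and the histone genes were chosen after their values were seen. Results for 2 genes chosen in these ways are not reported here, and counts over the named genes include 1 of them. Lists of genes were placed among 10000 random lists of the same size. For chromosomes and the histone genes these were matched on mean expression in 20 bins. Response trends over GC content and span used 50 bins. The table of the most active genes in Additional file 6 was held only in part and was not used. Other versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and limma 3.58.1.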

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

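The tests of an extra copy of chromosomes, of loss of chromosome Y and of paralogs were chosen only after the result was seen. So were the reverse slopes and shared SDs and the limit of 0.3 for windows. The fits without the affected run and the removal of the GC trend were also chosen only after the result was seen. The others in this part were chosen before the result of the test was seen.

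Response differences between the lines. The interaction test gave 37 genes with an adjusted p-value under 0.05 among 15758 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 18 with a larger and 19 with a smaller log2 fold change in Cfp1−/− cells, and 95 listed genes when adjusted over the list alone. The number is set by the model, with 31 genes under DESeq2's size factors, 133 without the low count filter, 216 with DESeq2's Wald test, 243 with the replicate block, 352 with the block and without the affected run and 1397 with technical replicates as separate libraries, so none of them is the number of affected genes. All 37 genes were also called by DESeq2's Wald test and with the replicate block. In 20 simulated data sets with equal responses the median number was 0 and the highest 4. The negative response differences among the named genes were those of Myo7a (-3.03), Cyp4f39 (-2.91), Zfp750 (-2.66), Ablim1 (-2.42), Ly6g6e (-2.40), Ankrd35 (-2.11), Cd68 (-1.94) and Mycn (-1.76). Positive ones were those of Bcl11a (3.51), Fxyd6 (2.58), Catsperg1 (2.45), Abca1 (2.26), Sned1 (2.13) and Sfmbt2 (2.05). Their adjusted p-values ran from 0.019 to 0.0489 in edgeR's test, and none of the 14 changed sign with a replicate left out, while Mycn had an adjusted p of 0.0504 with DESeq2's size factors and 0.0028 with the replicate block. Bcl11a has a mean of 177 normalized counts over all libraries. Ablim1 lies past the point of chromosome 19 after which counts were lost in a technical replicate of treated Cfp1−/− cells, and its response difference without that run was -2.16.

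The lost counts are argued against as the cause, since 34 of the 37 genes kept their call without that run and 1 of the 37 lies in the affected region. The trend with GC content is small beside these response differences, of which the smallest in size was -1.06. Its medians were 0.115 in the 10% of genes with the lowest GC content and -0.128 in the 10% with the highest. All 37 genes kept over 50% of their response difference once it was removed. A trend of this size could not have halved them, so that is no separate check. Most of these genes differed between the lines before treatment. Myo7a had 31.8 ± 0.71 normalized counts in untreated WT and 733 ± 175 in untreated Cfp1−/− cells (SD, n = 2) against 501 ± 67.9 and 1412 ± 48.3 with doxorubicin. Sned1 had 2095 ± 410 and 92.8 ± 24.8 without and 2895 ± 104 and 562 ± 40.9 with it. These genes were selected for their response difference, so they cannot show whether differences between the lines shrink in general. Over all 8914 genes with a mean of at least 200 normalized counts outside the affected region, the difference between the lines in treated cells had a slope of 0.758 on that in untreated cells when untreated replicate 1 served as the instrument for replicate 2, and 0.770 the other way round, where a slope of 1 would mean equal differences. Noise of the untreated libraries, which shrinks an ordinary slope, is thereby argued against. The reverse slopes, of the untreated on the treated difference, were 1.04 and 1.16, and the SD of the differences that both replicates share was 0.834 times as large in treated as in untreated cells. A hypothesis is that doxorubicin brings genes that the lines express at different levels closer together, which may look like a defective response at single genes. Whether loss of Cfp1 or another difference between the lines sets the untreated levels was not tested.

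Chromosomes 7, 11 and 19. The paper does not analyse expression by chromosome. In untreated cells the genes of chromosome 7 had a median log2 difference of 0.53 and those of chromosome 11 of 0.51 between Cfp1−/− and WT cells, above each of 10000 random gene sets matched on expression, and chromosome 19 had 0.29. In all, 11 chromosomes lay outside their random sets in untreated cells, most of them below, with the lowest median of -0.23 on chromosome 8. The random sets lay around the median of all tested genes, 0.01, which includes the raised chromosomes 7 and 11. The autosomes other than these had a median of -0.08, so a small shift below the random sets need not be particular to a chromosome. No further cause was tested. Relative to the median of the other autosomes the distances were 0.609 for chromosome 7 and 0.593 for chromosome 11. In treated cells, which are other libraries, they were 0.522 and 0.557 without the affected run. All 16 windows of 10 Mb on chromosome 7 and 11 of 13 on chromosome 11 lay over 0.3 above the median window of the other autosomes, against 16 of 218 windows there. A GC bias is argued against, with 0.573 and 0.561 left after the GC trend was removed. So is the composition of a single library, since with a library left out the medians of both chromosomes stayed at 0.480 or above, while the highest value of another autosome was 0.368, on chromosome 19. An extra copy of both chromosomes in the Cfp1−/− line is a candidate explanation, because 3 copies against 2 would give 0.585. This stays a hypothesis, since it was formed on these libraries, and no DNA measurement was analysed here. An effect of Cfp1 on these chromosomes stays open too, as untested. For chromosome 19 the value is smaller and was not explained. With doxorubicin it was -0.01 with all runs and 0.21 without the affected run.

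Kdm5d and Zfy2. On chromosome Y, Kdm5d (ENSMUSG00000056673, 234231 to 280254), which encodes an H3K4 demethylase that the paper does not mention, had 4 and 3 raw counts in untreated and 3 and 3 in treated WT cells, but 1082 and 1408 in untreated and 371 and 672 in treated Cfp1−/− cells. Its normalized count in untreated Cfp1−/− cells was 1097 ± 132 (SD, n = 2). Zfy2 (ENSMUSG00000000103, 1362123 to 1426357) had 3 and 0 raw counts in untreated and 0 in both treated WT replicates, against 74.4 ± 8.26 normalized counts in untreated Cfp1−/− cells. Both genes were named after their values were seen. Loss of the whole chromosome from WT cells is argued against by the genes around Kdm5d. Eif2s3y (346986 to 365290) had 4837 ± 1063 normalized counts in untreated WT cells, and Ube1y1 (155156 to 180667) had 213 ± 27.5. Loss of Kdm5d reads to paralogs in the counting of all libraries is argued against by the 1097 normalized counts in Cfp1−/− cells. The remaining explanations, such as a deletion or a strain variant of these genes in the WT line or silencing of them, may apply but were not tested. Counts of these genes in treated Cfp1−/− cells lack those of the affected run.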

How the results depend on the processing

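The fits that leave out technical replicates, the limit of 1.3, the block with a run left out, the removal of GC or span trends, and the other rankings and the total count scaling of the most active genes were chosen only after the result was seen.

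Numbers of calls. With DESeq2's size factors in edgeR, DESeq2's Wald test, no filter on low counts, the replicate block, technical replicates as separate libraries or only the 2 groups compared, the 4 sets of calls that need a fold change of 2.5 (the response in WT and in Cfp1−/− cells, and Cfp1−/− against WT without and with doxorubicin) stayed within 1.5 times their number in both directions. The limits mattered more, by construction. Without the mean count minimum, 2772 genes were higher and 670 lower in WT cells, 2934 and 630 in Cfp1−/− cells, and 2095 and 1609 genes differed between the lines without and with doxorubicin. With a minimum of 100 in place of 200, 1276 genes were higher in Cfp1−/− cells and 651 differed between treated lines. With a fold change of at least 2, 952 genes were lower in WT and 786 in Cfp1−/− cells, and 1007 and 768 genes differed between the lines. The share of higher among changed genes in WT cells was 64.5%, and it was 80.5% without the mean count minimum and 53.3% at a fold change of at least 2. In Cfp1−/− cells it was 70.6%, 82.3% and 59.1%, and between the untreated lines 54.7%, 68.7% and 52.6%. Between the treated lines it was 60.9% and 75.9% without the minimum.

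Response differences. The number of genes with a different response was 37 over all genes and 95 over the list. It was 31 and 97 with DESeq2's size factors, 216 and 146 with DESeq2's Wald test, and 133 and 144 without the filter on low counts. Technical replicates as separate libraries gave 1397 and 367, which counts runs of the same RNA as replicates. Without the affected run of treated Cfp1−/− cells it was 39 and 106, of which 34 and 89 were the same genes. Without the second technical replicates of both treated replicates 1 it was 47 and 110, and with first technical replicates alone 39 and 104. In each of these settings at least 29 of the 37 genes were called.

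Replicate block. With the replicate number as a block, 243 genes had a different response and 223 over the list alone, and all 37 and all 95 genes were among them. With the block and without the affected run the numbers were 352 and 266. The block left the median response differences at -0.20 and 0.24. It changed 8 calls of named genes, all from not called to called, among them the response differences of Laptm5 (adjusted p = 0.0031), Egr1 (0.00706), Lrrk2 (0.0342) and Matn1 (0.0287) in edgeR's test.

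Medians of the lists. In every alternative except the selection in Cfp1−/− cells, the median response difference stayed negative for the upregulated and positive for the downregulated genes. With genes selected in Cfp1−/− cells the medians reversed to 0.0365 and -0.18, as selection by construction favours the line used to select. Selecting genes in a WT replicate and measuring them against the other gave -0.10 and -0.30 for upregulated and 0.12 and 0.24 for downregulated genes. Total count scaling gave -0.31 and 0.14, and it shifted the median response difference of all tested genes by -0.10, so that relative to this shift the medians barely moved. Across the 8 fits that each left out a replicate the medians ran from -0.29 to -0.13 and from 0.11 to 0.32. The upregulated median was smallest in size without replicate 1 of treated WT cells (-0.13) and without replicate 1 of untreated Cfp1−/− cells (-0.14). The downregulated median was smallest without replicate 1 of treated Cfp1−/− cells (0.11) and without replicate 1 of untreated WT cells (0.13). All these moves are within the SD of the replicate numbers (0.27 and 0.212).

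Other descriptions. The distance of the downregulated genes from all tested genes in untreated WT cells, 3.07, was 3.01 without the correction for length and ran from 3.03 to 3.07 with a replicate left out. The cause was not tested. The median of the most active genes was -0.24 and -0.25 without the correction for length. It was -0.0955 with genes ranked in untreated Cfp1−/− cells, -0.0484 with total count scaling, which moved the median of all tested genes by as much, and -0.235 and -0.232 with genes ranked in a WT replicate and measured against the other. The number of chromosomes outside their random sets, 11, ran from 12 to 14 with an untreated replicate left out. The median of chromosome 7, 0.53, then ran from 0.508 to 0.546 and was 0.466 in treated cells, and that of chromosome 11, 0.51, ran from 0.480 to 0.555 and was 0.511.

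Named genes. With DESeq2's size factors, 128 of the 132 values tested for named genes kept their direction and side of the threshold, and 121 did with DESeq2's Wald test. The fold change of Actb in Cfp1−/− cells, 0.02, reversed to -0.0203 with DESeq2's size factors, to -0.0240 with DESeq2's Wald test and to -0.0679 without the affected run. That of Laptm5, 0.04, reversed to -0.00174 with DESeq2's size factors, to -0.00598 with DESeq2's Wald test and to -0.0149 without the affected run. The response difference of Hdac1, 0.04, reversed to -0.0519 without the affected run. All of these lie within their standard errors of 0. With a replicate left out, the sign changed in at least 1 fit for 19 values of named genes, none of them with an adjusted p-value under 0.05 in edgeR's test with all replicates.

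Depth. With 14880589 to 29422711 counts per biological replicate and n = 2, response differences of 3-fold were recovered for 76% of the changed genes simulated. These genes were drawn from those above a minimum mean count, so genes with lower counts were not covered. Smaller differences would be missed more often.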

Differences from the paper's values

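The log2 fold change limit of 1.3 was chosen only after the result was seen, and no other test in this part was.

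The paper's log2 fold changes in Table S1 come from DESeq, and the values here from edgeR with TMM normalization. For Sin3a in WT cells the value was -1.33 against the paper's -1.37. For Sox2 it was -1.40 against the paper's -1.45, for Nanog -2.78 against the paper's -2.83, and for Zfp750 4.92 against the paper's 4.89, all in WT cells. For Laptm5 in Cfp1−/− cells the value was 0.036 against the paper's -0.006, with the opposite sign and a standard error of 0.324. Each gap is smaller than the standard error of the estimate but larger than the SD between the replicate numbers or of the opposite sign. Of the alternatives set before the data were examined, DESeq2's size factors in edgeR closed the gap for all 5 values (-1.37, -1.45, -2.83, 4.88 and -0.002), and so did DESeq2's Wald test (-1.37, -1.45, -2.83, 4.88 and -0.006). The replicate block did not (-1.33, -1.40, -2.78, 4.92 and 0.07).

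The numbers of upregulated and downregulated genes in WT cells were 804 and 442 against the paper's 775 and 489, within 1.5 times of each other. DESeq2's size factors in edgeR gave 771 and 492, and DESeq2's Wald test 771 and 488. Of the downregulated genes in Table S1, 417 were called here, 463 with DESeq2's size factors in edgeR, 465 with DESeq2's Wald test, and all 489 at a fold change of at least 2. The paper gives a fold change of at least 2.5 for the list, and 34 of its genes have a smaller one in Table S1, down to 2.46. With a log2 fold change limit of 1.3, which was chosen after seeing the values, 435 of the downregulated genes of Table S1 were called. The paper states that Esrrb is downregulated, and its adjusted p-value was 0.0312 from edgeR's test and 0.0601 from DESeq2's Wald test.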

Other observations

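The tests of selection, of sampling noise, depth, sample swaps and exon junctions, and of the GC bias of a single library were chosen only after the result was seen. So were the fits that leave out technical replicates and the removal of GC or span trends. The others in this part were chosen before the result of the test was seen.

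Smaller response of the listed genes. The median response differences of -0.21 and 0.24 are both in the direction of a smaller response in Cfp1−/− cells. Trends of the response difference with GC content and gene span are argued against as the whole cause, since -0.150 and 0.181 were left after removal of the GC trend and -0.221 and 0.221 after removal of the span trend. The run with lost counts is argued against too (-0.235 and 0.221 without it), as are the second technical replicates of both treated replicates 1 (-0.209 and 0.236 without them). Selection of the lists in WT cells cannot be told apart from a real difference. Simulated equal responses gave medians of -0.0753 and 0.133, and the distance of the data from them is smaller than the SD of the replicate numbers, 0.27 and 0.212. An estimate that avoids selection, the slope of the Cfp1−/− on the WT response over 9499 genes with a WT replicate as instrument, was 0.933 and 0.860, where 1 would mean equal responses.

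Lost counts in a technical replicate. In the second technical replicate of replicate 1 of treated Cfp1−/− cells, Frmd8 (chromosome 19, 5849702 to 5875274) had 0 raw counts against 1114 in the first. From there to the end of chromosome 19 and on chromosomes X and Y, that run held 0.41% of its counts, against 6.07% in the first run. The share was 5.55% and 6.08% in the second runs of replicate 1 of treated WT and replicate 2 of treated Cfp1−/− cells. Lower depth of the run is argued against, since before that point the median ratio of the runs was 0.565 and 0 of 7791 genes with at least 200 counts lost all of them. A candidate explanation is that an ordered alignment ended early, but 26 of the 529 genes past the point kept over 20% of the counts of the first run, which was not explained. In the affected region the median response difference of 1026 tested genes was -0.28 with all runs and -0.02 without the run.

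Deviating technical replicates. The second technical replicates of replicate 1 of treated WT and of treated Cfp1−/− cells differed from the first runs across the genome, with a chi-square per degree of freedom of 9.61 in WT cells, which argues against sampling noise. A swap of lines is argued against by Cxxc1, at 41.0 CPM in the second run of the WT and 0.328 in that of the Cfp1−/− replicate. A swap with biological replicate 2 is argued against by the gap between replicates 1 and 2. Its value between second runs had a slope of 0.912 (WT) and 0.853 (Cfp1−/−) on its value between first runs. The fit of these slopes also held the deviation of the second from the first run in replicate 1 of the other treated line. The deviations in both lines correlated across 6026 genes (r = 0.841), and genes are not independent replicates. They fell with the number of exons per kb of exon, with Spearman's rho of -0.544 in WT and -0.569 in Cfp1−/− cells, against values between 0.006 and 0.033 in the 6 other pairs. The 81 genes with a single exon had a median log2 ratio of 0.28 and 0.33 above the median gene. A candidate explanation is that fewer reads across exon junctions were counted in these runs, through shorter reads or another alignment setting. Alignments were not analysed here. The responses themselves showed little of this trend, with rho of 0.024 in WT and 0.021 in Cfp1−/− cells.

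GC content and the response. The response to doxorubicin rose with the GC content of the exons. In WT cells the median log2 fold change was -0.46 in the 10% of genes with the lowest GC content and 0.59 in the 10% with the highest, and in Cfp1−/− cells -0.35 and 0.43. GC bias of a single library is argued against, since the distance between these groups of genes was at least 0.749 in all 4 pairs of libraries with the same replicate number. Gene span is argued against as the cause, with a distance of 1.03 left in WT cells after the span trend was removed. A bias shared by all treated libraries, or a change in which RNAs are made or kept after DNA damage, may give such a trend, and neither was tested beyond these values. The median GC content was 53.9% for the upregulated list, 46.6% for the downregulated list and 50.2% for all tested genes.

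Histone genes. The 64 tested genes of the histone clusters, of which 59 have a single exon, had a median log2 fold change of -1.72 with doxorubicin in WT and -1.64 in Cfp1−/− cells, under each of 10000 random lists matched on expression. Of these genes 57 and 56 fell with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction held under total count scaling, with medians of -1.41 and -1.43. The GC trend is argued against as the cause, with -2.15 in WT cells after its removal, and so are the deviating technical replicates, with -1.73 without them. A candidate explanation is that fewer treated cells replicate their DNA, as these genes are transcribed in S phase, but the cell cycle was not measured. No histone gene had a distinguishable response difference in the fit without the replicate block. In that fit 0 genes had an adjusted and 5 an unadjusted p-value under 0.05 from edgeR's interaction test. With the block more response differences were called over all genes tested, and no value for the histone genes is given here. In untreated cells their median was -0.62 in Cfp1−/− against WT cells, and -0.42 with total count scaling. Reads shared between near-identical histone genes make single members uncertain.

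Genes measured by RT-qPCR in the paper. For genes the paper uses in RT-qPCR or ChIP, the log2 differences of untreated Cfp1−/− against WT cells were -0.98 for Gapdh (standard error 0.141, adjusted p = 0.00105 from edgeR's test) and -0.51 for Actb (standard error 0.157, adjusted p = 0.0312 from edgeR's test). With doxorubicin neither changed distinguishably in WT cells, with log2 fold changes of 0.19 and 0.09. Lmna had log2 fold changes of -0.10 in WT and -0.41 in Cfp1−/− cells, also not distinguishable from 0.

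Genes of the complexes the paper discusses. In untreated Cfp1−/− against WT cells Setd1a on chromosome 7 was higher by 0.95 (adjusted p = 0.00479 from edgeR's test) and Setd1b on chromosome 5 by 1.53 (adjusted p = 0.0392 from edgeR's test), although the untreated Cfp1−/− replicates of Setd1b lay apart at 1890 and 735 raw counts. Kat2a, which encodes Gcn5 and lies on chromosome 11, was higher by 0.49 (adjusted p = 0.0503 from edgeR's test) and Hdac1 had a log2 difference of -0.12 (adjusted p = 0.595 from edgeR's test).

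Chromosome 12. In the windows from 100 to 110 Mb and from 110 to 120 Mb of chromosome 12 the median log2 differences of untreated Cfp1−/− against WT cells were -0.74 over 57 and -0.74 over 74 genes, the lowest of the 261 windows. In treated cells they were -0.54 and -0.62.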
